# Distinct Signaling Pathways Distinguish *in vivo* From *in vitro* Growth in Murine Ovarian Follicle Activation and Maturation

**DOI:** 10.3389/fcell.2021.708076

**Published:** 2021-07-23

**Authors:** Mahboobeh Amoushahi, Karin Lykke-Hartmann

**Keywords:** transcriptome, primordial follicle, *in vitro*, *in vivo*, oocytes

## Abstract

Women with cancer and low ovarian reserves face serious challenges in infertility treatment. Ovarian tissue cryopreservation is currently used for such patients to preserve fertility. One major challenge is the activation of dormant ovarian follicles, which is hampered by our limited biological understanding of molecular determinants that activate dormant follicles and help maintain healthy follicles during growth. Here, we investigated the transcriptomes of oocytes isolated from dormant (primordial) and activated (primary) follicles under *in vivo* and *in vitro* conditions. We compared the biological relevance of the initial molecular markers of mature metaphase II (MII) oocytes developed *in vivo* or *in vitro*. The expression levels of genes involved in the cell cycle, signal transduction, and Wnt signaling were highly enriched in oocytes from primary follicles and MII oocytes. Interestingly, we detected strong downregulation of the expression of genes involved in mitochondrial and reactive oxygen species (ROS) production in oocytes from primordial follicles, in contrast to oocytes from primary follicles and MII oocytes. Our results showed a dynamic pattern in mitochondrial and ROS production-related genes, emphasizing their important role(s) in primordial follicle activation and oocyte maturation. The transcriptome of MII oocytes showed a major divergence from that of oocytes of primordial and primary follicles.

## Introduction

Laparoscopic ovariectomy and subsequent cryopreservation of ovarian tissue is a standard procedure for female cancer patients undergoing potentially sterilizing chemotherapy and/or radiotherapy. Ovarian tissue cryopreservation is the only available technique for preserving the fertility of women; however, it remains an experimental method. Moreover, laparoscopic ovariectomy has been used to stimulate ovarian follicles for infertility treatment (Kawamura et al., 2013). As a means to optimize the options for these patients, a cell culture system that supports the growth and development of oocytes from the human ovarian cortex has been reported (Telfer, 2019b). However, our knowledge of the *in vitro* activation of dormant follicles is lacking; thus, the *in vitro* growth of follicles is difficult and inefficient. Culturing human follicles is very challenging (Telfer, 2019a). In mice, oocytes grown *in vitro* from primordial follicles have resulted in the production of live offspring (Xu et al., 2006; Wang et al., 2011; Mochida et al., 2013; Higuchi et al., 2015) and, thus, represent a promising translational approach for these patients (Telfer, 2019a). Primordial follicle activation involves major growth of oocytes, associated with the proliferation of the surrounding flattened pregranulosa cells and transformation to cuboidal cells (Rodgers and Irving-Rodgers, 2010). Several studies have identified the PI3K–PTEN–AKT–FOXO3 signaling pathway as the main non-gonadotrophic growth factor signaling pathway that regulates the activation of primordial follicles (Castrillon et al., 2003; Salmena et al., 2008; Ernst et al., 2017, 2018; Maidarti et al., 2019, 2020). Mechanistically, the activation of primordial follicles is triggered by elevated PIP3 levels in the oocyte (Liu et al., 2006), a balance strongly counteracted by PTEN. PTEN inhibits PI3K signaling activation (Jagarlamudi et al., 2009). Similarly, FOXO3a, as a downstream effector, inhibits primordial follicle activation by suppressing this pathway (Castrillon et al., 2003). Despite this molecular knowledge, attempts to use AKT stimulators and PTEN inhibitors were deleterious for follicle quality (Maidarti et al., 2020), and inhibition of PTEN increased DNA damage and reduced the DNA repair response in bovine oocytes (Maidarti et al., 2019). This pharmacological inhibition of PTEN during the *in vitro* development of human follicles revealed that although primordial follicles were activated, their growth was compromised (McLaughlin et al., 2014). The oocyte genome must retain its integrity, which is fundamental for *in vitro* follicle development as a clinical approach for young cancer patients. If primordial follicles are inappropriately activated, DNA and gene expression may be compromised, which could decrease oocyte quality. To obtain high-quality oocytes from *in vitro* development, we must elucidate the molecular mechanisms that underlie this complex activation step of primordial follicles *in vivo* and compare them to those *in vitro*.

Although previous studies have reported that *in vitro* culture systems can closely mimic the *in vivo* environment (Sung and Shuler, 2012; Higuchi et al., 2015; Xiao et al., 2017; Wang et al., 2020) and can generate competent metaphase II (MII) oocytes, the effects on gene expression are unclear. Currently, no study has analyzed and compared the transcriptomic profiles of oocytes derived from *in vitro* and *in vivo* conditions.

In this work, we explored the *in vitro* and *in vivo* growth of ovarian follicles and investigated the morphology and gene expression profiles. We report that the morphology of follicles grown *in vivo* versus *in vitro* was comparable for primordial, primary, and secondary follicles, with equal follicle diameters in the respective stages. Interestingly, despite different growth conditions, we observed no apparent differences in PTEN, FOXO3A, and mTOR levels, nor did we detect differences in reactive oxidative stress levels. Oocytes underwent stage-specific laser-capture microdissection (LCM), and subsequent RNA sequencing revealed distinct transcriptomes for oocytes isolated from primordial and primary follicles. We further established transcriptomic profiles for *in vivo-* and *in vitro*-grown MII oocytes. We observed no differences in the genes encoding PTEN, AKT, PI3K, or mTOR. Interestingly, we observed differential gene expression for other factors, particularly those related to cell cycle regulation, transforming growth factor beta (TGF-β) signaling, signal transduction, Wingless-type mouse mammary tumor virus integration site (Wnt) signaling, and mitochondrial function. These observations showed that while the overall morphology is conserved, molecular differences are detected between oocytes grown *in vivo* compared with *in vitro*, which does not appear to affect oocyte quality. The transcriptomic data can be used to predict molecular targets for primordial follicle activation for infertility treatment for cancer patients and could be useful for middle-aged infertile women and women with premature menopause. These results help elucidate the *in vitro* growth of ovarian follicle cells using the mouse ovary as an experimental model by determining gene expression in oocytes from dormant and activated follicles as well as mature oocytes. We thus describe the initial rate-limiting follicle activation step as well as the end product, the fertile oocyte. During this time, many critically important cellular processes, including activation, differentiation, and the initial events of meiosis, occur. We report expression differences between oocytes from primordial and primary follicles and mature oocytes. These studies illuminate the activation and requirements of ovarian folliculogenesis and provide a resource for analysis of the clinical development and physiology of mammalian ovarian follicle formation.

## Results

### Transcriptome Study Design in Primordial and Primary Follicles

To assess the morphology of ovarian follicles and ovaries from the *in vivo* and *in vitro* groups, we compared the distinct morphology of primordial, primary, and secondary follicles (Figure 1A). We observed flat pregranulosa cells in the primordial follicles, but they grew and became cuboidal in the primary and secondary stages (Figure 1A). At the end of follicle development, the oocyte progresses to the diplotene stage of prophase I and then undergoes arrest until ovulation. The oocyte resumes meiotic maturation in response to the midcycle luteinizing hormone (LH) surge, generating MII oocytes. We extended our *in vivo* and *in vitro* analysis to include morphological, transcriptomic, and biochemical analyses of metaphase II oocytes. Under our *in vitro* conditions, for final oocyte maturation, human chorionic gonadotropin (hCG) was used to induce ovulation (Figure 1B) and reflect the endogenous LH surge.

**FIGURE 1:**
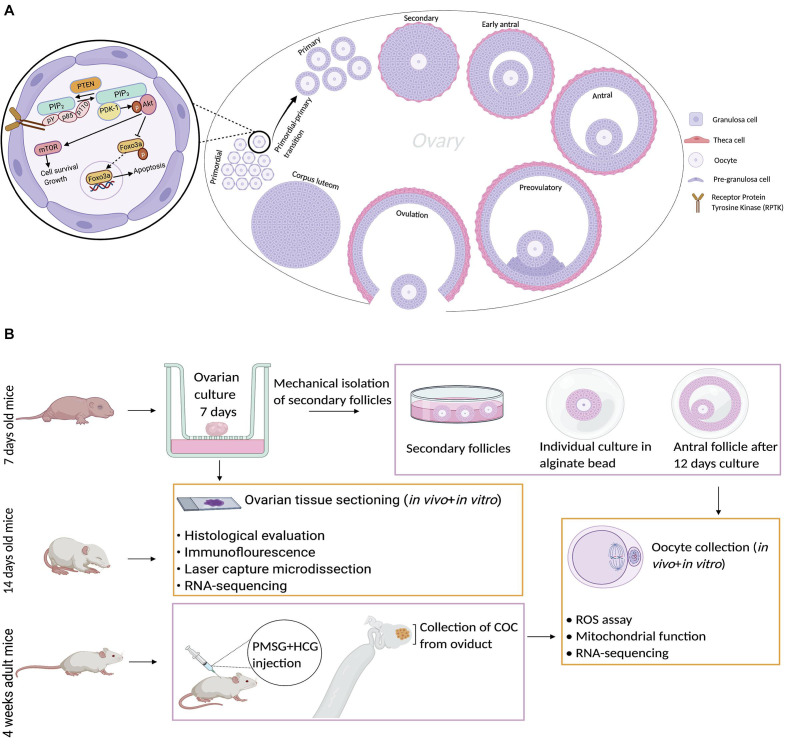
Schematic images representing mammalian ovaries and the experimental design. **(A)** Different developmental stages of follicles are shown from primordial follicles to ovulation and formation of the corpus luteum. The PTEN–AKT–FOXO3 signaling pathway is represented in higher magnification of one primordial follicle, showing its role in the primordial–primary follicle transition. Dimerization and autophosphorylation of RPTK molecules result in the generation of PIP_3_ from PIP_2_. PTEN is a negative regulator of PI_3_K, which converts PIP_3_ to PIP_2_. Akt is activated by binding to PIP_3_ and phosphorylated by PDK1. Activated AKT leads to phosphorylation of Foxo3a and its localization in the cytoplasm, preventing relocation of unphosphorylated Foxo3a to the nucleus to induce apoptosis. Activated AKT can also activate mTOR and induce cell survival and growth. **(B)** The experimental design of the study is shown for both the *in vivo* and *in vitro* groups. Created with BioRender.com.

### The Development Is Comparable Between the *in vivo* and *in vitro* Groups

The growing follicles were well organized with regard to oocyte size and membrane “clearness,” and the morphology of the granulosa cells was consistent in both groups (Figure 2A). The percentage of follicles in each developmental stage was based on the number of follicles observed in equal numbers of ovaries (*n* = 5 in each group) from the *in vivo* group, which included primordial (*n* = 1,314), primary (*n* = 170), and secondary (*n* = 440) follicles, and the *in vitro* group, which included primordial (*n* = 1,152), primary (*n* = 134), and secondary (*n* = 438) follicles. The proportions of normal follicles from the *in vivo* group at the primordial, primary, and secondary stages were 66.28 ± 2.08, 7.93 ± 0.68, and 25.78 ± 1.55, respectively, while the percentages of normal follicles from the *in vitro* group at these stages were 67.85 ± 2.24, 9.00 ± 0.97, and 23.13 ± 1.35%, respectively (Figure 2B). The percentage of normal follicles at different developmental stages was not significantly different between the groups. The integrity and structural organization of ovaries from the *in vivo* group were similar to those from the *in vitro* group after a culture period (data not shown).

**FIGURE 2:**
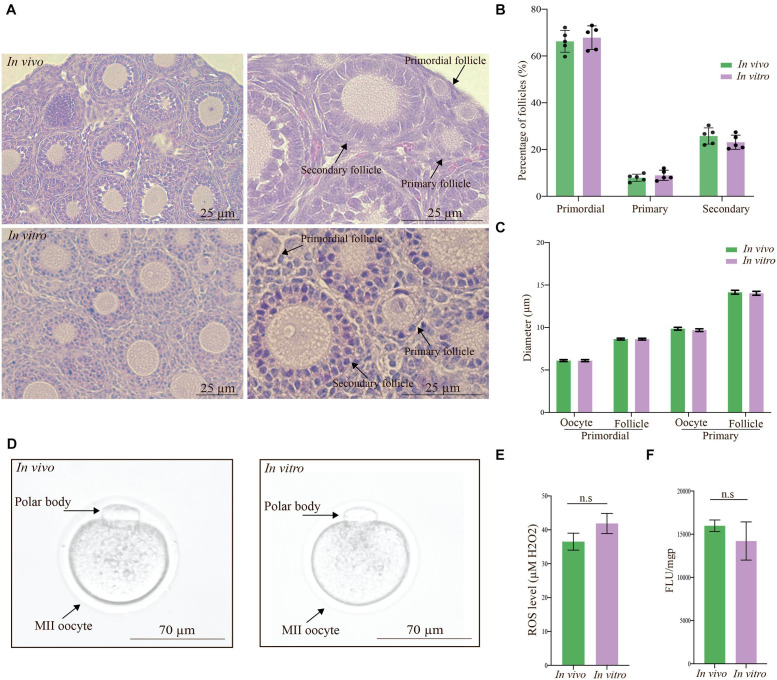
Evaluation of ovaries and metaphase II (MII) oocytes based on morphology, development, and mitochondrial function. **(A)** Photomicrographs show the ovaries in the *in vivo* and *in vitro* groups stained with hematoxylin and eosin at low and high magnifications. The integrity and structural organization of ovaries from the *in vivo* group were similar to those of ovaries from the *in vitro* group. Scale bar: 25 μm. **(B)** The percentage of follicles in each developmental stage was calculated based on the number of normal follicles from the *in vivo* (*n* = 5 ovaries, *n* = 1,314 primordial, *n* = 170 primary, and *n* = 440 secondary follicles) and *in vitro* (*n* = 5 ovaries, *n* = 1,152 primordial, *n* = 134 primary, and *n* = 438 secondary follicles) groups. There was no significant difference between the *in vivo* and *in vitro* groups in each follicle developmental stage. Values are given as the mean ± standard error (SE). **(C)** The diameter of oocytes and follicles in primordial and primary follicle stages. There was no significant difference between the *in vivo* and *in vitro* groups. Values are given as the mean ± SE. **(D)** Representative photomicrographs of MII oocytes from the *in vivo* and *in vitro* groups. Alignment based on the morphology of MII oocytes derived under *in vitro* conditions with *in vivo*-derived MII oocytes was clear. Scale bar: 70 μm. **(E)** Reactive oxygen species (ROS) levels in collected MII oocytes from the *in vivo-* and *in vitro*-matured groups. There was no significant difference between the groups. Values are given as the mean ± SE. **(F)** Uptake of the cationic carbocyanine dye JC-1 into the matrix and mitochondrial membrane potential of collected MII oocytes from the *in vivo-* and *in vitro*-matured groups. There was no significant difference between the groups. Values are given as the mean ± SE.

To evaluate and compare the growth of the follicles, we measured the follicle and oocyte diameters in the ovaries from the *in vivo* and *in vitro* groups. The mean diameters of oocytes from primordial follicles and primordial follicles in ovaries from the *in vivo* group were 8.64 ± 0.10 μm and 6.11 ± 0.11 μm, respectively, and the corresponding diameters in ovaries from the *in vitro* group were 8.63 ± 0.10 μm and 6.10 ± 0.12 μm, respectively (Figure 2C). In comparison, the mean diameters of oocytes from primary follicles (9.86 ± 0.17 μm) and primary follicles (14.15 ± 0.23 μm) in ovaries from the *in vivo* group were comparable to the corresponding diameters in ovaries from the *in vitro* group (9.69 ± 0.16 μm and 14.03 ± 0.23 μm, respectively) (Figure 2C).

In summary, the morphology of oocytes and follicles from the primordial and primary follicle stages was comparable with regard to growth and size in the *in vivo* and *in vitro* groups.

### The Quality of *in vivo-* and *in vitro*-Grown Mature Oocytes Is Comparable

The morphology of *in vivo*-matured MII oocytes was comparable to that of *in vitro*-matured MII oocytes (Figure 2D), as shown by the shape of the oocytes, which was classical (round with a defined membrane), and the presence of a polar body, indicating healthy *in vitro* growth.

*In vitro* maturation is a popular technology for fertility treatment and preservation. However, *in vitro* culture conditions can increase the reactive oxygen species (ROS) level, which is one of the major causes of compromised embryonic development (Cagnone and Sirard, 2016; Lan et al., 2019; Jamil et al., 2020). Elevated levels of ROS trigger granulosa cell apoptosis, which reduces the transfer of nutrients and survival factors to oocytes, leading to apoptosis. We compared the ROS levels in the *in vivo-*grown MII oocytes with those in the *in vitro*-grown MII oocytes using the 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA) fluorescence assay. MII oocytes were collected from both groups and the concentrations of ROS were determined in the MII oocytes from the *in vivo* (36.51 ± 2.51 μM H_2_O_2_) and *in vitro* (41.87 ± 2.97 μM H_2_O_2_) groups (Figure 2E), and no significant difference in ROS levels was observed.

Mitochondrial dysfunction, which has been associated with oocyte quality and an increase in the mitochondrial membrane potential during oocyte maturation, limits current fertility treatments. To determine whether *in vitro* maturation of MII oocytes results in mitochondrial changes, we measured the uptake of the cationic carbocyanine dye JC-1 into the matrix and the mitochondrial membrane potential of collected MII oocytes from the *in vivo-* and *in vitro*-matured groups (Figure 2F). The uptake of JC-1 into the matrix of MII oocytes from the *in vivo* and *in vitro* groups was 15,984 ± 669 and 14,216.33 ± 2,208.58 fluorescence units (FLU)/milligram protein (mgP), respectively, revealing no significant difference between the groups.

### FOXO1, FOXO3a, PTEN, and mTOR Are Similarly Expressed in the *in vivo* and *in vitro* Groups

Next, we examined the level and distribution of known follicle regulators in primordial and primary follicles (Figure 1A) of the *in vivo* group compared with the *in vitro* group. We examined the distribution of FOXO1, FOXO3a, PTEN, and mTOR by immunofluorescence antibody staining of ovarian sections from *in vivo-*grown (Figures 3A,C,E,G) and *in vitro-*grown (Figures 3B,D,F,H) follicles. Immunofluorescence detection of FOXO1 showed that it was specifically distributed in granulosa cells, with no difference between ovaries from the *in vivo* (Figure 3A) and *in vitro* groups (Figure 3B). FOXO3a was distributed according to the follicular stage; in primordial follicles, FOXO3a was enriched in the nucleus, both *in vivo* (Figure 3C) and *in vitro* (Figure 3D). Upon activation, FOXO3a translocates from the nucleus, and thus, in primary follicles, FOXO3a was localized in the cytoplasm, both *in vivo* (Figure 3C) and *in vitro* (Figure 3D). To eliminate the possibility of altered PTEN levels and the associated DNA damage, we investigated the expression of PTEN and found that this important ovarian regulator was expressed at the same level with a similar distribution in oocytes from primordial follicles *in vivo* (Figure 3E) and *in vitro* (Figure 3F). The expression of PTEN in primary follicles was undetectable (Figures 3E,F). We also examined the expression of mTOR and likewise found this protein to be equally expressed and distributed in primordial and primary follicles under *in vivo* (Figure 3G) and *in vitro* (Figure 3H) conditions.

**FIGURE 3:**
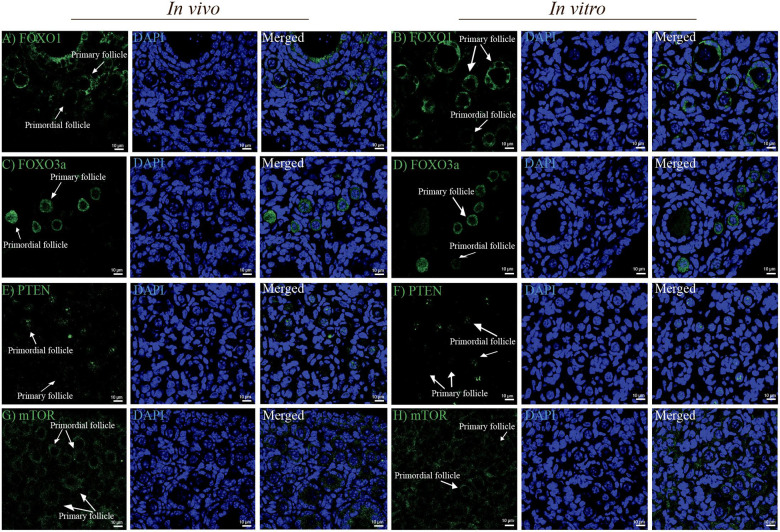
Confocal microscopy images showing the distribution of FOXO1, FOXO3a, PTEN, and mTOR in mouse ovaries from the *in vivo* and *in vitro* groups. **(A,B)** FOXO1 protein was similarly localized in granulosa cells in ovaries from the *in vivo* and *in vitro* groups. **(C,D)** FOXO3a was distributed in the nucleus of primordial follicles and cytoplasm of primary follicles in the *in vivo* and *in vitro* groups. **(E,F)** PTEN was distributed more intensely in oocytes of primordial follicles than in oocytes of primary follicles in the *in vivo* and *in vitro* groups. Notably, PTEN in oocytes of primary follicles was undetectable. **(G,H)** mTOR was equally distributed in oocytes of primordial and primary follicles from both the *in vivo* and *in vitro* groups. DAPI staining shows the cell nuclei. Scale bar: 10 μm.

In summary, no significant differences were detected in the tested protein levels or distribution between *in vivo* and *in vitro* in primordial and primary follicles (Supplementary Figure 1).

### *In vivo* and *in vitro* Oocyte Transcriptome Profiling Suggest Extensive Gene Expression in Cell Proliferation and Growth-Related Gene Pathways

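Laser capture microdissection (LCM) cuts chosen cells out of a tissue section with a laser, here the oocytes of primordial and primary follicles in sections of cultured ovaries (*in vitro* group) and non-cultured ovaries (*in vivo* group). The RNA was amplified before library preparation with the TruSeq RNA Access kit. The authors trimmed the reads with trim_galore, mapped them to mm10 with TopHat2 and counted them on genes with featureCounts, and the values used here are the read counts they deposited, without normalization. The paper's text does not name the strandedness of the counting or how reads that map to several places were treated, so counts of overlapping and antisense genes are uncertain. Each of the 4 groups had 3 libraries. The total count per library ranged from 23805903 to 24131738 (median 23930365) for oocytes from primordial follicles in the *in vivo* group and from 15149564 to 29205503 (median 21086068) in the *in vitro* group. For oocytes from primary follicles, it ranged from 18437770 to 25495043 (median 22194173) in the *in vivo* group and from 22572216 to 23930436 (median 23410138) in the *in vitro* group. The smallest level these totals can show, 3 reads in a library, lay between 0.103 and 0.198 CPM (counts scaled to the library total). Such floors cover counting error only, because reads from amplified cDNA without molecular identifiers are not independent molecules. All 12 libraries entered one model of the 15317 genes with at least 10 reads in total, and each comparison of the *in vitro* with the *in vivo* group was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 2. Folds against a group in which no library exceeded 3 reads were computed against those 3 reads and are lower limits, whereas the log2 fold changes are estimates of the model. The biological coefficient of variation that edgeR estimated between replicates was 2.02.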

Oocytes were isolated by stage-specific LCM from follicles and categorized into three replicates for each stage from the *in vivo* (*n* = 277 primordial stage, *n* = 170 primary stage) and *in vitro* (*n* = 299 primordial stage, *n* = 250 primary stage) groups (12 samples in total) (Figure 4A). RNA sequencing was performed per sample, and mapping to the mouse genome (mm10) was performed with RefSeq genes as the template. The normalization of expression values to achieve transcripts per million (TPM), lfcSE, *p*-values, and adjusted *p*-values was performed using the DESeq2 R package (Love et al., 2014). Visualization of principal component analysis (PCA) was performed, and significantly differentially expressed genes (SDEGs) (gene abbreviations are listed in Table 1) and volcano plots were generated.

**FIGURE 4:**
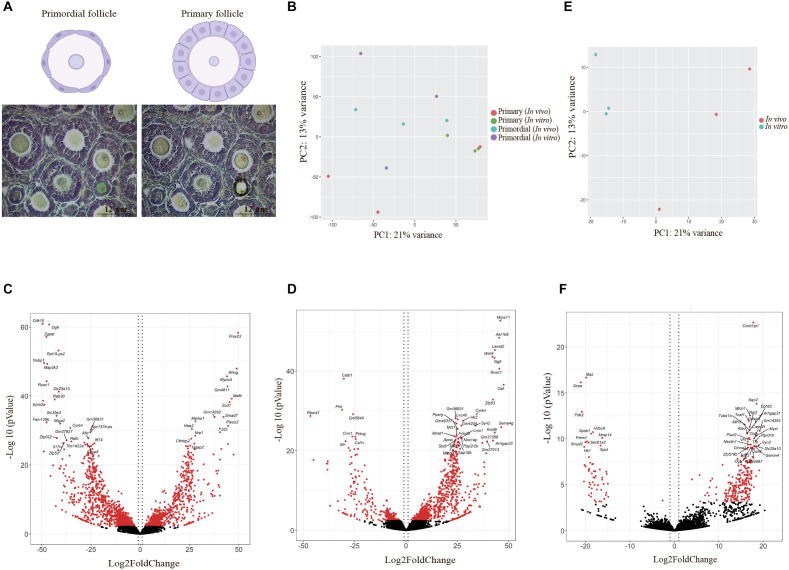
Laser capture microdissection and differentially expressed gene (DEG) visualization. **(A)** Schematic images represent follicles in primordial and primary follicles. Primordial follicles are shown with flattened pregranulosa cells surrounding the oocyte, and primary follicles are shown with a single layer of cuboidal granulosa cells. Photomicrographs showing precise determination and cutting by laser capture microdissection based on defined classification of different developmental stages of follicles in the study. Scale bar: 12 μm. **(B)** Principal component analysis (PCA) of DEGs in oocytes from primordial and primary follicles in the *in vivo* and *in vitro* groups, generated by R. Red and green dots show oocytes from primary follicles in the *in vivo* and *in vitro* groups, respectively. Blue and purple dots define oocytes from primordial follicles in the *in vivo* and *in vitro* groups, respectively. **(C,D)** Volcano plot of DEGs in oocytes from primordial **(C)** and primary follicles **(D)** in the *in vitro* group compared with the *in vivo* group. Vertical dotted lines indicate ± 1 log2 fold change. The 20 most significant genes are shown in volcano plots. Red dots indicate significantly expressed genes with adjusted *p*-values < 0.05, and black dots indicate non-significantly expressed genes. **(E)** PCA of DEGs in the *in vivo- and in vitro*-grown mature oocytes plotted using R. Red and blue dots represent *in vivo-* and *in vitro*-grown mature oocytes, respectively. **(F)** Volcano plot of DEGs in MII oocytes in the *in vitro* and *in vivo* groups. Vertical dotted lines indicate ± 1 log2 fold change. The 20 most significant genes are shown in volcano plots. Red dots indicate significantly expressed genes with adjusted *p*-values < 0.05, and black dots indicate non-significantly expressed genes.

**TABLE 1:** List of gene names and gene abbreviations.

Gene abbreviations	Definitions
*Aamdc*	Adipogenesis associated mth938 domain containing
*Abcc4*	ATP binding cassette subfamily C member 4
*Acot2*	Acyl-CoA thioesterase 2
*Akr1b8*	Aldo-Keto reductase family 1 member B8
Akt/Pkb	Protein kinase B
*Ankrd23*	Ankyrin repeat domain 23
*Ap3m2*	Adaptor related protein complex 3 subunit Mu 2
*Arl5b*	ADP ribosylation factor like GTPase 5B
*Arsi*	Arylsulfatase family member I
*Atp4a*	ATPase H+/K+ transporting subunit alpha
*Barx2*	Homeobox protein BarH-like 2
*Bend7*	BEN domain containing 7
*Btbd11*	BTB domain containing 11
*Btbd8*	BTB domain containing 8
*Cacna1c*	Calcium voltage-gated channel subunit alpha1 C
*Car 14*	Carbonic anhydrase 14
*Ccnblip1*	Cyclin B1 interacting protein 1
Cdk10	Cyclin dependent kinase 10
*Cenpo*	Centromere protein O
*Chrm4*	Cholinergic receptor muscarinic 4
*Clec2l*	C-type lectin domain family 2 member L
*Cmtm*	CKLF like MARVEL transmembrane
*Cnn1*	Calponin 1
*Coq3*	Coenzyme Q3, methyltransferase
*Cpne8*	Copine 8
*Cpxm2*	Carboxypeptidase X, M14 family member 2
*Crip3*	Cysteine rich protein 3
*Cybrd1*	Cytochrome B reductase 1
Cyren	Cell cycle regulator of NHEJ
*Dcxr*	Dicarbonyl and L-xylulose reductase
*Ddrl*	Discoidin domain receptor tyrosine kinase 1
*Depdc1a*	DEP domain containing 1
*Dnajc24*	DnaJ heat shock protein family (Hsp40) member C24
*Dnd1*	DND microRNA-mediated repression inhibitor 1
*Dpep3*	Dipeptidase 3
*Ephb2*	Ephrin type-B receptor 2
*Epm2a*	Epilepsy, progressive myoclonus type 2A
*Fbxo32*	F-box protein 32
*Fgf7*	Fibroblast growth factor 7
*Fgf9*	Fibroblast growth factor 9
Foxo3	Forkhead box O3
*Foxred1*	FAD dependent oxidoreductase domain containing 1
*Fzd2*	Frizzled class receptor 2
*Fzd2*	Frizzled class receptor 2
*Gadd45a*	Growth arrest and DNA damage inducible alpha
*Gadd45g*	Growth arrest and DNA damage inducible gamma
*Galnt7*	Polypeptide *N*-acetylgalactosaminyltransferase 7
*Gas1*	Growth arrest specific 1
*Gemin2*	Gem nuclear organelle associated protein 2
*Gstm4*	Glutathione S-transferase Mu 4
*Gstm6*	Glutathione S-transferase Mu 6
*Gucy2c*	Guanylate cyclase 2C
*Hint3*	Histidine triad nucleotide binding protein 3
*Hk2*	Hexokinase 2
*Hmgcl*	3-hydroxymethyl-3-methylglutaryl-coenzyme A lyase
*Il17ra*	Interleukin 17 receptor A
*Ildr2*	Immunoglobulin like domain containing receptor 2
*Jund*	Jund proto-oncogene, AP-1 transcription factor subunit
*KIM15*	Kelch like family member 15
*Krt36*	Keratin 36
*Krt7*	Keratin 7
*Lctl*	Lactase like
*Lemd2*	LEM domain nuclear envelope protein 2
*Leprotl1*	Leptin receptor overlapping transcript like 1
*Lrrc40*	Leucine rich repeat containing 40
*Lypd6b*	LY6/PLAUR domain containing 6B
*Mageh1*	Melanoma-associated antigen H1
*Map2k3*	Mitogen-activated protein kinase kinase 3
*Mef2c*	Myocyte enhancer factor 2C
*Mgat3*	Beta-1,4-mannosyl-glycoprotein 4-beta-*N*-acetylglucosaminyltransferase
*Miga2*	Mitoguardin 2
*Mlh3*	Mutl homolog 3
*Mnat1*	Menage A trois 1
*Mocs1*	Molybdenum cofactor synthesis 1
*Mrps11*	Mitochondrial ribosomal protein S11
*Mt2*	Melatonin receptor 1B
Mtch1	Mitochondrial carrier homolog 1
Mtor	Mechanistic target of rapamycin kinase
*Mycl*	MYCL proto-oncogene, BHLH transcription factor
*Mycn*	MYCN proto-oncogene, BHLH transcription factor
*Myocd*	Myocardin
*Nabp2*	Nucleic acid binding protein 2
*Naif1*	Nuclear apoptosis inducing factor 1
*Ndufs7*	NADH: ubiquinone oxidoreductase core subunit S7
Ngfr	Nerve growth factor receptor
*Niban2*	Niban apoptosis regulator 2
*Nox4*	NADPH oxidase 4
*Nqo2*	*N*-ribosyldihydronicotinamide: Quinone reductase 2
*Nr3c1*	Nuclear receptor subfamily 3 group C member 1
*Nrn1*	Neuritin 1
*Nubp1*	Nucleotide binding protein 1
*Oaf*	Out at first homolog
Ogfr	Opioid growth factor receptor
*Oma1*	Overlapping with the M-AAA protease 1 homolog
*Pamr1*	Peptidase domain containing associated with muscle regeneration 1
*Pcdhb20*	Protocadherin beta 20
*Pdk2*	Pyravate dehydrogenase kinase 2
*Pdlim2*	PDZ and LIM domain 2
*Phf7*	PHD finger protein 7
Pi3k	Phosphatidylinositol 3-kinases
Pip3	Phosphate-inositol (3,4,5)-triphosphate
*Pitx2*	Paired-like homeodomain transcription factor 2
*Piwil2*	Piwi like RNA-mediated gene silencing 2
*Pkia*	CAMP-dependent protein kinase inhibitor alpha
*Pmsg1*	Proteasome assembly chaperone 1
*Ppplr3e*	Protein phosphatase 1 regulatory subunit 3E
*Prdx4*	Peroxiredoxin 4
*Prkg1*	Protein kinase CGMP-dependent 1
Psmg2	Proteasome assembly chaperone 2
Pten	Phosphatase and tensin homolog
*Ptpro*	Protein tyrosine phosphatase receptor type O
*Pura*	Purine rich element binding protein A
Ralb	RAS like proto-oncogene B
*Rhog*	Ras homolog family member G
*Rnf217*	Ring finger protein 21
*Rps6ka2*	Ribosomal protein S6 kinase A2
*Rsc1a1*	Regulatory solute carrier protein, family 1, member 1
*Scd1*	Stearoyl-CoA desaturase 1
*Sgk1*	Serum/glucocorticoid regulated kinase 1
*Sh3d21*	SH3 domain containing 21
*Shisa4*	Shisa family member 4
*Slc25a10*	Solute carrier family 25 member 10
*Slc25a13*	Solute carrier family 25 member 13
*Slc35e3*	Solute carrier family 35 member E3
*Smad6*	Mothers against decapentaplegic homolog 6
*Smad7*	Mothers against decapentaplegic homolog 7
*Smim12*	Small integral membrane protein 12
*Snai2*	Snail family transcriptional repressor 2
*Snapc3*	Small nuclear RNA activating complex polypeptide 3
*Snx25*	Sorting nexin 25
*Sox11*	SRY-box transcription factor 11
*Stc1*	Stanniocalcin 1
*Syn2*	Synapsin II
*Tcaim*	T cell activation inhibitor, mitochondrial
*Th*	Tyrosine hydroxylase
*Timm10*	Translocase of inner mitochondrial membrane 10
*Timm21*	Translocase of inner mitochondrial membrane 21
*Timm8a1*	Translocase of inner mitochondrial membrane 8A
*Tmc7*	Transmembrane channel like 7
*Tomm40l*	Translocase of outer mitochondrial membrane 40 like
*Tph2*	Tryptophan hydroxylase 2
*Tpm2*	Tropomyosin 2
*Traf2*	TNF receptor associated factor 2
*Uqcrfs1*	Ubiquinol-cytochrome C reductase, rieske iron-sulfur polypeptide 1
*Vamp3*	Vesicle associated membrane protein 3
*Wnt2b*	Wingless-type MMTV integration site family, member 2B
*Wnt4*	Wingless-type MMTV integration site family, member 4
*Zc3h8*	Zinc finger CCCH-type containing 8
*Zfp438*	Zinc finger protein 438

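Principal components were computed from the log2 CPM (prior count 2) of the 500 genes with the largest variance over the 12 microdissected libraries. The first component held 21.5% of the variance and the second 13.2%. On the first component, oocytes from primary follicles in the *in vitro* group lay between 35.8 and 58.5, and those in the *in vivo* group between -99.4 and 55.3. Oocytes from primordial follicles lay between -49.5 and 30.3 in the *in vivo* group and between -53.9 and 25.9 in the *in vitro* group. The *in vivo* and *in vitro* ranges overlapped at both stages. Computing the components from the genes that DESeq2 called moved the second one most, to 19.8%.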

Principal component analysis indicated variation in expression values and different expression patterns in oocytes of primordial and primary follicles from the *in vivo* and *in vitro* groups (Figure 4B). However, clustering of the genes between oocytes of primordial and primary follicles from the *in vivo* and *in vitro* groups was not clear (Figure 4B), revealing variability between samples in each developmental stage and group. 

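The mean Euclidean distance between libraries of the same group, over the log2 CPM of all genes tested, was 489 (SD 69.5), and that between libraries of different groups was 502 (SD 47.9), a ratio of 1.03. Between the *in vivo* and *in vitro* groups, the ratio of mean distance between groups to mean distance within groups was 1.00 for oocytes from primordial follicles (one-sided exact permutation test over 10 splits, p = 0.4) and 1.05 for oocytes from primary follicles (one-sided exact permutation test, p = 0.2). The smallest p that 3 libraries against 3 allow is 0.1. With the third *in vivo* library left out, the ratio for primordial follicles fell under 1, to 0.981. Spearman correlations between replicates of a group ranged from 0.381 to 0.756. Of the 7621 genes with at least 100 reads in a library of the primordial *in vivo* group, 3433 (45.05%) had at most 3 reads in another library of that group. This share was 51.4% in the primordial *in vitro* group, 60.1% in the primary *in vivo* group and 29.0% in the primary *in vitro* group.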

For the identification of SDEGs with large fold changes, volcano plots were generated. We selected the top 20 significant genes in oocytes of primordial (Figure 4C) and primary follicles (Figure 4D) from the *in vitro* group compared with the *in vivo* group. 

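Coordinates of genes are those of GRCm38. *Cdk10* (ENSMUSG00000033862, chromosome 8, 123224842 to 123232250, plus strand) overlaps an annotated gene on each strand, so its reads could be shared. It had no read in any *in vitro* library of oocytes from primordial follicles and 2, 16 and 6546 reads in *in vivo* libraries 1, 2 and 3. The normalized mean in the *in vivo* group was 114 ± 197 CPM (SD, n = 3), at least 725-fold lower *in vitro*. The log2 fold change was -14.37 (standard error 4.92, adjusted p = 0.359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between -14.95 and -6.02 with each library left out in turn. It was -27.85 in DESeq2 with its defaults, and the largest change among the settings tried came from DESeq2 fitted to all 18 libraries without Cook's filter and with MII *in vivo* as the reference group (-42.47), a setting chosen after seeing the data. *Ogfr* (ENSMUSG00000049401, chromosome 2, 180589245 to 180595836, plus strand) had 7, 45 and 81 *in vivo* reads and none *in vitro*, a level at least 13.1-fold lower *in vitro* (adjusted p = 0.408, edgeR), and DESeq2 called this gene (adjusted p = 0.0364). *Cyren* (ENSMUSG00000046806, chromosome 6, 34871771 to 34878060, minus strand), which overlaps a gene on the opposite strand, had 10, 2 and 0 *in vivo* reads (at least 1.07-fold lower *in vitro*). *Psmg2* (ENSMUSG00000024537, chromosome 18, 67641599 to 67654162, plus strand) had 622 reads, all in *in vivo* library 2. The *in vivo* reads of *Pkia* (100), *Gadd45g* (541) and *Niban2* (580) also lay in library 2 alone, and the 578 reads of *Nubp1* lay in library 1 alone. *Ralb* had 0, 2 and 1 *in vivo* reads, so both groups were at the floor and no fold is given. The adjusted p-values of these 9 genes ranged from 0.359 to 0.639 in edgeR's quasi-likelihood test, which called none of them.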

Interestingly, in oocytes from primordial follicles (Figure 4C), the levels of cell proliferation- and growth-related genes such as *Cdk10*, *Ogfr*, *Cyren*, and *Ralb* and *Psmg2*, *Pkia*, *Gadd45g*, *Nubp1*, and *Niban2* were highly downregulated. Moreover, mitogen-activated protein kinase (MAPK) pathway-involved genes, such as *Map2k3*, and mitochondrial genes, such as *Slc25a10* and *Miga2*, were among the top 20 significantly downregulated genes. Furthermore, the levels of the ROS-related genes *Dcxr* and *Foxred1* were notably downregulated in the *in vivo* to *in vitro* comparison. 

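*Map2k3* (ENSMUSG00000018932, chromosome 11, 60932033 to 60952811, plus strand) had 30, 1580 and 0 reads in the 3 *in vivo* libraries of oocytes from primordial follicles and none *in vitro*, a level at least 127-fold lower *in vitro*, with 97.9% of its normalized level from library 2. Its adjusted p was 0.359 in edgeR's quasi-likelihood test and 0.0131 in DESeq2, which called it. *Miga2* (ENSMUSG00000026858, chromosome 2, 30364233 to 30385521, plus strand), which overlaps a gene on its own strand, had 266, 127 and 0 *in vivo* reads and none *in vitro* (at least 34.1-fold lower *in vitro*, adjusted p = 0.363, edgeR). *Slc25a10* (ENSMUSG00000025792, chromosome 11, 120491840 to 120499187, plus strand), with an overlapping gene on the opposite strand, had 7 reads, all in *in vivo* library 2. Its mean could not be told from the *in vitro* floor at this depth.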

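Reads of *Dcxr* numbered 19, 3 and 0 in the 3 *in vivo* libraries of oocytes from primordial follicles and 0 *in vitro*, a level at least 1.96-fold lower *in vitro* (edgeR's quasi-likelihood test, adjusted p = 0.461). All 778 reads of *Foxred1* lay in *in vivo* library 2, a group mean at least 61.2-fold lower *in vitro* (adjusted p = 0.359, edgeR). Each gene's *in vivo* libraries therefore ranged down to 0 reads, the count of every *in vitro* library.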

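*Wnt2b* (ENSMUSG00000027840, chromosome 3, 104945272 to 104961921, minus strand) had 2967, 2 and 0 reads in the 3 *in vivo* libraries of oocytes from primordial follicles, 99.9% of its normalized level in library 1, and none *in vitro* (at least 269.7-fold lower *in vitro*, adjusted p = 0.359 in edgeR's quasi-likelihood test). For *Mgat3*, the *in vivo* counts were 1628, 249 and 0 and the *in vitro* counts were 0, a level at least 167-fold lower *in vitro* (adjusted p = 0.359, edgeR).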

Additionally, the levels of the Wingless-type mouse mammary tumor virus integration site (Wnt) signaling pathway genes *Wnt2b* and *Mgat3* were highly downregulated. Among the top 20 upregulated genes in oocytes from primordial follicles, *Smad7*, which is involved in transforming growth factor beta (TGF-β) signaling, was identified. 

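*Smad7* (ENSMUSG00000025880, chromosome 18, 75367529 to 75395935, plus strand) had 0, 2 and 483 reads in the 3 *in vitro* libraries and none *in vivo*, a level at least 59.1-fold higher *in vitro*. Its log2 fold change was 10.50 (standard error 4.41, adjusted p = 0.359, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.05 without *in vitro* library 3. DESeq2 with its defaults called it (adjusted p = 1.00e-11).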

*Fzd2*, which is also involved in Wnt signaling, was among the top 20 upregulated genes in oocytes from primordial follicles (Table 2).

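*Fzd2* (ENSMUSG00000050288, chromosome 11, 102604396 to 102608058, plus strand) had 3 reads in *in vitro* library 2 and none in the other libraries of oocytes from primordial follicles, so both groups were at the floor and no fold is given (adjusted p = 0.695, edgeR's quasi-likelihood test). For all 24 genes of Table 2, the normalized means differed in the direction the table lists. In 22 of them 1 group was at the floor, and in 2, *Ralb* and *Fzd2*, both were. No read was counted in 1 whole group for 23 genes. The libraries of the 2 groups did not overlap for 3 of the 24, where chance gives 10%. At least 90% of the normalized level came from a single library in 14 genes (58.3%). In the group with reads, 12 genes exceeded the floor in 1 library, 8 in 2 libraries and 2 in all 3. Of the 23 genes tested, 14 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and the adjusted p was under 0.05 for none, both over all genes (smallest 0.359) and over this list alone. DESeq2 with its defaults called 7. The list was drawn up from these same libraries, so such counts show no stability.

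**Figure D1:**
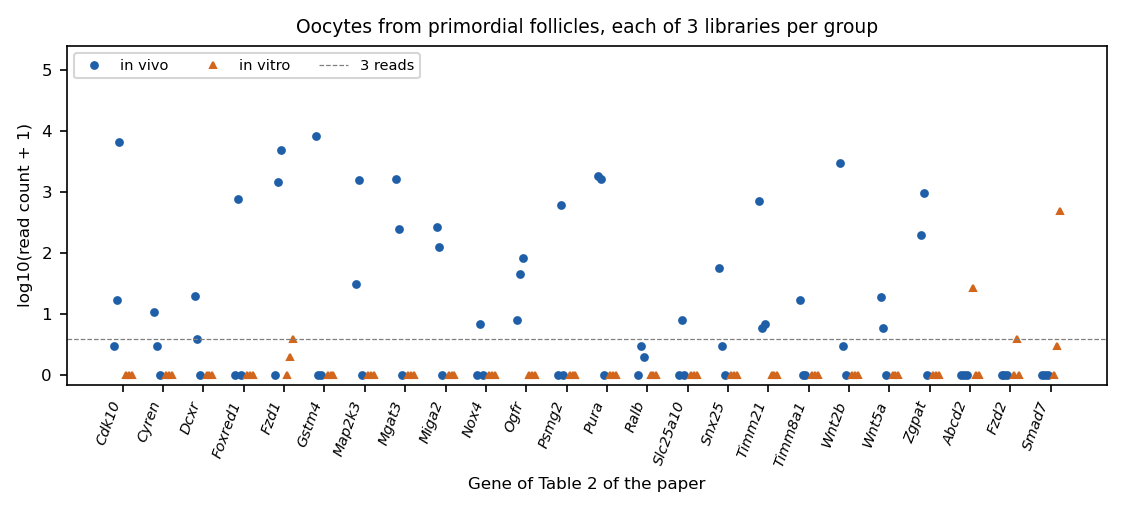
Read counts per library, as log10 (count + 1) on the vertical axis, of the 24 genes of Table 2 in oocytes from primordial follicles, with 3 *in vivo* libraries (blue circles) and 3 *in vitro* libraries (orange triangles) per gene and the floor of 3 reads as a dashed line. In 23 genes every library of 1 group lies at 0 reads, and only 2 genes exceed the floor in all 3 libraries of the other group.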

**TABLE 2:** Top most significant DEGs in oocytes from primordial follicles between *in vivo* and *in vitro* groups.

Gene name	Description	Log2FC	*p*-Value	TPM	Up/Down Regulated	Function
*Cdk10*	Cyclin-dependent kinase 10	–49.56	1.04E-61	9.67	Down	Cell cycle
*Ogfr*	Opioid growth factor receptor-like protein	-46.32	1.93E-61	12.11	Down	
*Cyren*	Cell cycle regulator of non-homologous end joining	–35.54	1.77E-31	0.47	Down	
*Ralb*	RAS Like Proto-Oncogene B	–34.99	1.48E-27	0.82	Down	
*Psmg2*	Proteasome Assembly Chaperone 2	–38.92	8.71E-13	5.91	Down	
*Pura*	Purine Rich Element Binding Protein A	–26.19	9.33E-23	18.77	Down	TGF-beta signaling
*Snx25*	Sorting Nexin 25	–19.64	3.95E-15	4.48	Down	
*Smad7*	SMAD Family Member 7	42.25	1.12E-34	10.38	Up	
*Wnt2b*	Wnt Family Member 2	–40.34	1.85E-20	13.30	Down	Wnt signaling
*Wnt5a*	Wnt Family Member 5A	–20.62	5.60E-05	5.18E-07	Down	
*Mgat3*	Beta-1,4-Mannosyl-Glycoprotein 4-Beta-*N*-Acetylglucosaminyltransferase	–33.28	5.63E-14	18.44	Down	
*Fzd1*	Frizzled Class Receptor 1	–10.76	0.002	25.61	Down	
*Fzd2*	Frizzled Class Receptor 2	40.55	2.94E-30	7.35	Up	
*Map2k3*	Mitogen-Activated Protein Kinase Kinase 3	–47.27	4.65E-50	13.18	Down	Signal transduction
*Slc25a10*	Solute Carrier Family 25 Member 10	–41.37	5.35E-42	5.13	Down	Mitochondria
*Miga2*	Mitoguardin 2	–40.64	9.23E-33	5.30	Down	
*Timm21*	Translocase of Inner Mitochondrial Membrane 21	–24.19	3.32E-21	76.91	Down	
*Timm8a1*	Translocase of Inner Mitochondrial Membrane 8A	–19.01	3.57E-09	11.46	Down	
*Dcxr*	Dicarbonyl and L-Xylulose Reductase	–39.55	1.66E-22	2.70	Down	ROS signaling
*Foxred1*	FAD Dependent Oxidoreductase Domain Containing 1	–34.28	1.10E-09	0.83	Down	
*Nox4*	NADPH Oxidase 4	–33.39	3.60E-12	0.58	Down	
*Zgpat*	Zinc finger CCCH-type with G patch domain-containing protein	–47.742685	7.38E-58	1.45517695	Down	Transcription
*Gstm4*	Glutathione *S*-transferase Mu 4	–33.60	1.02E-10	40.25	Down	Metabolism
*Abcd2*	ATP-binding cassette sub-family D member 2	30.056805	1.18E-06	1.50857192	Up	Transport

In oocytes from primary follicles (Figure 4D), the levels of *Mnat1*, *Cyren*, and *Psmg2*, which are associated with cell cycle processes, were highly upregulated. 

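*Mnat1* (ENSMUSG00000021103, chromosome 12, 73123717 to 73273988, plus strand) had 301, 18 and 461 reads in the *in vitro* libraries of oocytes from primary follicles and none *in vivo*. The *in vitro* mean of 8.29 ± 6.88 CPM (SD, n = 3) was at least 54.2-fold higher, with a log2 fold change of 10.58 (standard error 4.57, adjusted p = 0.440, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called it (adjusted p = 0.0198). *Cyren* had 6, 7 and 2 reads *in vitro* and none *in vivo* (at least 1.22-fold higher, adjusted p = 0.573, edgeR). For *Psmg2*, 6, 0 and 539 reads were counted *in vitro* and none *in vivo* (at least 36.9-fold higher, adjusted p = 0.440, edgeR).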

Notably, genes involved in the TGF-β signaling pathway, such as *Smad6*, *Pitx2*, and *Ngfr*, were also in the top 20 significantly upregulated genes. In addition, the mitochondria-related gene *Mrps11* and the ROS-related gene *Akr1b8* were in the top 20 significantly upregulated genes in oocytes from primary follicles. 

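*Smad6* (ENSMUSG00000036867, chromosome 9, 63953076 to 64022059, minus strand) had 19, 452 and 0 reads in the *in vitro* libraries of oocytes from primary follicles (at least 43.9-fold higher). The reads of *Ngfr* (1500, at least 141-fold higher) all came from *in vitro* library 2. Neither gene had a read in the *in vivo* group, and both had an adjusted p of 0.440 in edgeR's quasi-likelihood test. DESeq2 called *Ngfr* (adjusted p = 1.31e-10).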

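In oocytes from primary follicles, *Mrps11* (ENSMUSG00000030611, chromosome 7, 78783119 to 78792989, plus strand) had 15, 105 and 6 reads *in vitro* and none *in vivo*, a level at least 11.3-fold higher (adjusted p = 0.444, edgeR's quasi-likelihood test). A gene on the opposite strand overlaps it. *Akr1b8* had 437, 1 and 4 reads *in vitro* and none *in vivo* (at least 31.4-fold higher, adjusted p = 0.440, edgeR), with 98.8% of its level in library 1.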

Interestingly, *Wnt4*, which is involved in the Wnt signaling pathway, and *Lemd2*, which is involved in the MAPK signal transduction pathway, were also among the top 20 significantly upregulated genes in oocytes from primary follicles (Table 3).

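*Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726, plus strand) had 1005, 3 and 188 reads in the *in vitro* libraries and none *in vivo*, a level at least 84.3-fold higher (adjusted p = 0.440 in edgeR's quasi-likelihood test). In DESeq2 its adjusted p was 0.0350 and it was called. *Lemd2* (ENSMUSG00000044857, chromosome 17, 27189600 to 27204469, minus strand), with an overlapping gene on the opposite strand, had 57, 118 and 37 reads *in vitro* and none *in vivo* (at least 17.6-fold higher, adjusted p = 0.440, edgeR). All 25 genes of Table 3 differed in the listed direction and had no read in 1 whole group. In *Fgf9* both groups were at the floor. For 9 of the 25 the libraries of the groups did not overlap (10% by chance), and in 15 genes (60%) a single library gave at least 90% of the normalized level. Of the 24 tested, 19 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. None had an adjusted p under 0.05 over all genes (smallest 0.440) or over the list alone, which comes from these same libraries. DESeq2 called 7.

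**Figure D2:**
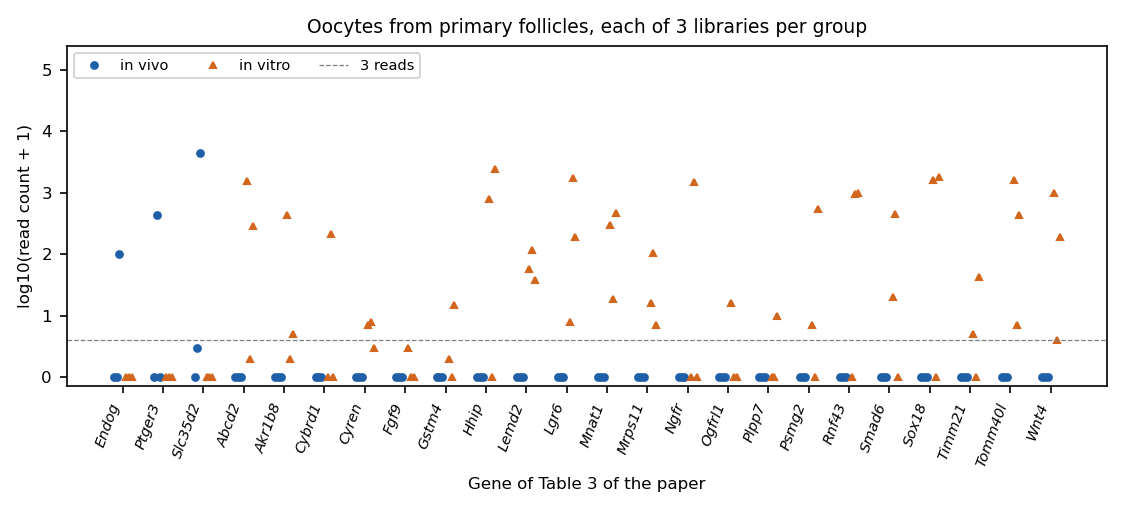
Read counts per library, as log10 (count + 1) on the vertical axis, of 24 of the 25 genes of Table 3 in oocytes from primary follicles, with 3 *in vivo* libraries (blue circles) and 3 *in vitro* libraries (orange triangles) per gene and the floor of 3 reads as a dashed line. Every gene shown has 1 group whose libraries all lie at 0 reads, and 5 genes exceed the floor in all 3 libraries of the other group.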

**TABLE 3:** Top most significant DEGs in oocytes from primary follicles between *in vivo* and *in vitro* groups.

Gene name	Description	Log2FC	*p*-Value	TPM	Up/Down Regulated	Function
*Cyren*	Cell Cycle Regulator Of NHEJ	34.54	6.25E-30	0.47	Up	Cell cycle
*Psmg2*	Proteasome Assembly Chaperone 2	38.31	1.95E-12	5.91	Up	
*Mnat1*	MNAT1 Component Of CDK Activating Kinase	23.52	2.16E-24	11.42	Up	
*Ngfr*	Nerve Growth Factor Receptor	43.16	4.66E-44	3.25	Up	TGF-beta signaling
*Smad6*	SMAD Family Member 6	23.83	8.59E-10	22.09	Up	
*Fgf9*	Fibroblast Growth Factor 9	15.86	8.04E-09	11.91	Up	
*Pitx2*	Paired Like Homeodomain 2	25.66	3.15E-12	3.41	Up	
*Wnt4*	Wnt Family Member 4	42.14	2.56E-44	9.92	Up	Wnt signaling
*Lgr6*	Leucine Rich Repeat Containing G Protein-Coupled Receptor 6	11.24	4.85E-06	6.88	Up	
*Rnf43*	Ring Finger Protein 43	11.11	0.00	3.07	Up	
*Lemd2*	LEM domain-containing protein 2	43.32	4.81E-46	3.01	Up	Signal transduction
*Plpp7*	Inactive phospholipid phosphatase 7	30.91	5.07E-09	1.97	Up	Signaling
*Hhip*	Hedgehog-interacting protein	31.50	1.48E-10	3.40	Up	Signaling
*Timm21*	Translocase Of Inner Mitochondrial Membrane 21	19.94	8.11E-15	76.91	Up	Mitochondria
*Mrps11*	Mitochondrial Ribosomal Protein S11	45.96	2.04E-53	2.37	Up	
*Tomm40l*	Mitochondrial import receptor subunit TOM40B	30.84	8.69E-10	7.44	Up	
*Endog*	Endonuclease G, mitochondrial	–22.81	5.83E-08	4.87	Down	
*Akr1b8*	Aldo-Keto Reductase Family 1 Member B10	45.38	4.11E-49	9.28	Up	ROS signaling
*Ptger3*	Prostaglandin E2 receptor EP3 subtype	–23.92	8.59E-20	4.19	Down	Receptor
*Soxl8*	Transcription factor SOX-18	38.33	7.41E-15	31.79	Up	Transcription
*Ogfrl1*	Opioid growth factor receptor-like protein 1	17.34	6.43E-13	2.52	Up	Growth factor
Cybrd1	Cytochrome B Reductase 1	38.16	1.29E-16	0.48	Up	
*Slc35d2*	UDP-*N*-acetylglucosamine/ UDP-glucose/ GDP-mannose transporter	–28.00	1.95E-21	7.27	Down	
*Gstm4*	Glutathione *S*-transferase Mu 4	23.79	5.02E-06	40.25	Up	Transferase
*Abcd2*	ATP-binding cassette sub-family D member 2	34.04	3.63E-08	1.50	Up	Transport

### The Level of ROS-Related and Mitochondrial Targeted Genes Is Upregulated in MII Oocytes During *in vitro* Growth

To assess the endogenous quality of *in vitro*-grown mature oocytes compared with *in vivo-*matured oocytes, we further identified molecular characteristics by bioinformatic analysis. Thus, *in vivo*-grown oocytes were collected from hormone-stimulated adult mice, and *in vitro*-grown oocytes were collected from two-step-cultured ovaries of neonatal mice and pooled into three replicates for the *in vivo* (*n* = 10 per tube) and *in vitro* (*n* = 10 per tube) groups (six samples in total) (Figure 1B). 

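Metaphase II (MII) oocytes are mature oocytes arrested in the second meiotic division. Their libraries were made with Smart-seq II, which amplifies full-length cDNA, from tubes of 10 oocytes, whereas the LCM libraries were made with another amplification and library kit. The authors processed the reads to gene counts in the same way for both. The total count per library ranged from 7334817 to 9879491 (median 8953412) in the *in vivo* group and from 8898672 to 9978830 (median 9578956) in the *in vitro* group, with 3 libraries in each. At these totals 3 reads correspond to 0.301 to 0.409 CPM. Between 14512 and 15622 genes were detected per *in vivo* library and between 15442 and 18239 per *in vitro* library, against 6048 to 13755 in the LCM libraries. Replicates had Spearman correlations of 0.853 to 0.912, and the biological coefficient of variation was 0.726. The 6 MII libraries were fitted apart from the LCM libraries, with the same normalization, thresholds and test, over 17144 genes.

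**Figure D3:**
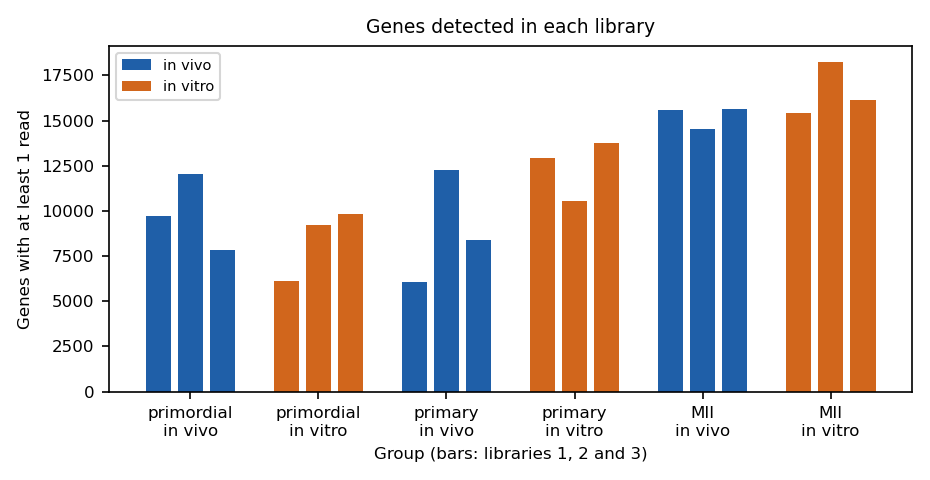
Number of genes with at least 1 read (vertical axis) in each of libraries 1 to 3 of the 6 groups, 1 bar per library. The MII libraries detect 14512 to 18239 genes and the libraries of oocytes from primordial and primary follicles 6048 to 13755.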

RNA sequencing was performed per sample, and mapping to the mouse genome (mm10) was performed with RefSeq genes as the template. The normalization of expression values to achieve TPM, lfcSE, *p*-values, and adjusted *p*-values was performed using the DESeq2 R package. For identification of variation in expression values in MII oocytes from the *in vivo* and *in vitro* groups, a PCA plot was generated, which showed different clustering between the *in vivo* and *in vitro* groups (Figure 4E), suggesting a different gene expression pattern between *in vivo-* and *in vitro*-grown MII oocytes. 

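Over the 500 genes with the largest variance among the 6 MII libraries, the first principal component held 47.0% of the variance and the second 19.1%. The *in vivo* libraries lay between -50.5 and -13.7 on the first component and the *in vitro* libraries between 26.9 and 34.5, so the groups did not overlap. The mean distance between groups was 1.10 times the mean distance within groups (one-sided exact permutation test over 10 splits, p = 0.1, the smallest p that 3 libraries against 3 allow). With the components computed from genes that DESeq2 called, which are chosen for a difference between the groups, the share of the first one changed most, to 88.0%. From the separate clusters of the groups, the paper proposes that the pattern of gene expression differs between MII oocytes grown *in vivo* and *in vitro*.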

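The 20 genes of Table 4 had no read in any of the 3 *in vivo* MII libraries, and all were higher *in vitro*. In the *in vitro* group 5 of them exceeded 3 reads in 1 library, 8 in 2 libraries and 7 in all 3. The groups did not overlap for 9 of the 20, where chance gives 10%, and for 4 genes (20%) a single library gave at least 90% of the level. Of the 19 genes tested, 12 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The Benjamini-Hochberg adjusted p was under 0.05 for 1 gene (*Ephb2*) over all genes and for 6 over the list alone, but the list comes from these same libraries. DESeq2 with its defaults called 6.

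**Figure D4:**
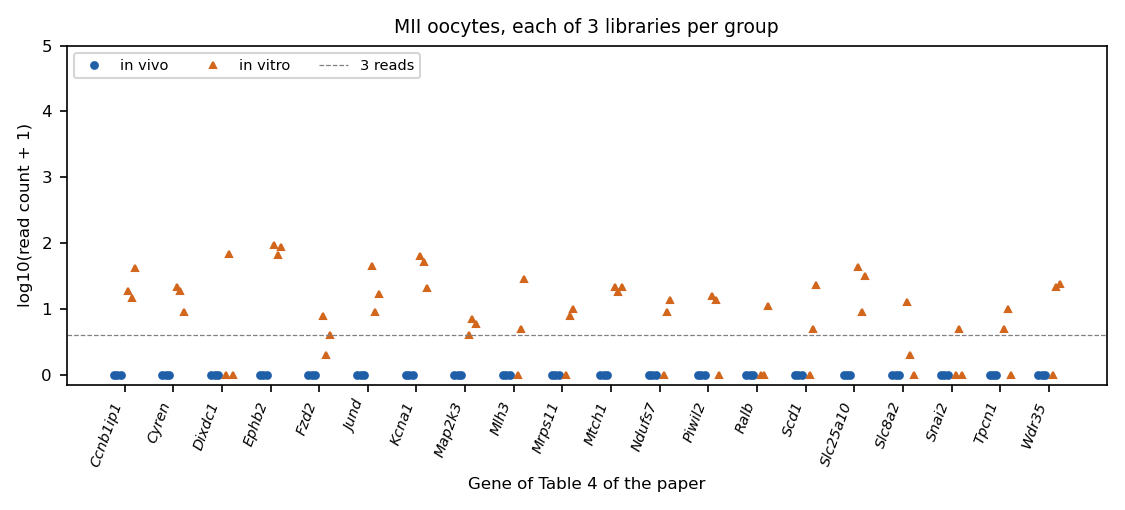
Read counts per library, as log10 (count + 1) on the vertical axis, of the 20 genes of Table 4 in MII oocytes, with 3 *in vivo* libraries (blue circles) and 3 *in vitro* libraries (orange triangles) per gene and the floor of 3 reads as a dashed line. All *in vivo* libraries lie at 0 reads, and the *in vitro* libraries of 7 genes all lie above the floor.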

Visualization of genes with large fold changes in volcano plots showed the top 20 significantly differentially expressed genes in MII oocytes from the *in vivo* and *in vitro* groups (Figure 4F). The cell cycle-related genes *Ccnb1ip1* and *Piwil2* were among the top 20 downregulated genes. Moreover, the MAPK signaling-related genes *Jund* and *Ephb2* were among the top 20 upregulated genes. 

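*Ccnb1ip1* (ENSMUSG00000071470, chromosome 14, 50789248 to 50807732, minus strand), which overlaps a gene on its own strand, had 18, 14 and 41 reads in the *in vitro* MII libraries and none *in vivo*. Its level was at least 7.79-fold higher *in vitro*, with a log2 fold change of 7.61 (standard error 2.02, adjusted p = 0.214, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called it (adjusted p = 0.00871). *Piwil2* (ENSMUSG00000033644, chromosome 14, 70372477 to 70429383, minus strand) had 15, 13 and 0 *in vitro* reads and none *in vivo* (at least 2.89-fold higher, adjusted p = 0.469, edgeR).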

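*Ephb2* (ENSMUSG00000028664, chromosome 4, 136647539 to 136835988, minus strand) had 92, 66 and 87 reads in the *in vitro* MII libraries and none *in vivo*. The *in vitro* mean was 8.89 ± 2.34 CPM (SD, n = 3), at least 25.9-fold higher, and the log2 fold change was 9.34 (standard error 1.33, adjusted p = 0.0118, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called. With each library left out in turn, the log2 fold change lay between 9.20 and 9.49 and the adjusted p between 0.0115 and 0.139 (edgeR), and the call was lost without *in vivo* library 3 and without any of the *in vitro* libraries. *Jund* (ENSMUSG00000071076, chromosome 8, 70698949 to 70700616, plus strand), with an overlapping gene on the opposite strand, had 45, 8 and 16 *in vitro* reads and none *in vivo* (at least 7.56-fold higher, adjusted p = 0.240, edgeR). DESeq2 called *Jund* (adjusted p = 0.0137).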

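*Nqo2* (ENSMUSG00000046949, chromosome 13, 33964687 to 33988443, plus strand), overlapped by a gene on the opposite strand, had 58, 36 and 1 reads in the *in vitro* MII libraries (at least 9.97-fold higher, adjusted p = 0.229, edgeR's quasi-likelihood test). *Mtch1* (ENSMUSG00000024012, chromosome 17, 29332072 to 29347934, minus strand) had 21, 17 and 21 (at least 6.22-fold higher, adjusted p = 0.266), and *Slc25a10* had 43, 8 and 31 (at least 8.97-fold higher, adjusted p = 0.184). None had a read in the *in vivo* libraries. The adjusted p-values from DESeq2 were 0.00963, 0.0212 and 0.00513, and DESeq2 called all 3.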

Surprisingly, *Nqo2*, which is involved in the regulation of ROS, and mitochondrial targeted genes such as *Mtch1* and *Slc25a10* were also among the top 20 upregulated genes in MII oocytes (Table 4).

**TABLE 4:** Top most significant DEGs in MII oocytes between *in vivo* and *in vitro* groups.

Gene name	Description	Log2FC	*p*-Value	TPM	Up/Down Regulated	Function
*Ccnblip1*	Cyclin B1 Interacting Protein 1	17.76	2.14E-23	15.89	Up	Cell cycle
*Mlh3*	MutL Homolog 3	16.92	1.14E-11	2.99	Up	
*Ralb*	RAS Like Proto-Oncogene B	14.94	1.80E-06	0.82	Up	
*Cyren*	Cell Cycle Regulator Of NHEJ	16.95	2.06E-08	0.47	Up	
*Piwil2*	Piwi Like RNA-Mediated Gene Silencing 2	16.55	1.04E-10	11.14	Up	
*Ephb2*	Developmentally Regulated Eph-Related Tyrosine Kinase	19.36	3.19E-13	5.76	Up	Signal transduction
*Jund*	JunD Proto-Oncogene, AP-1 Transcription Factor Subunit	17.61	8.52E-10	192.39	Up	
*Map2k3*	Mitogen-Activated Protein Kinase Kinase 3	13.04	4.60E-05	13.18	Up	
*Dixdc1*	DIX Domain Containing 1	17.64	9.89E-09	3.09	Up	Wnt signaling
*Fzd2*	Frizzled Class Receptor 2	15.38	7.32E-06	7.35	Up	
*Snai2*	Snail Family Transcriptional Repressor 2	13.45	0.00	78.26	Up	
*Tpcn1*	Two Pore Segment Channel 1	15.21	7.20E-09	32.63	Up	Calcium signaling
*Slc8a2*	Solute Carrier Family 8 Member A2	15.52	0.00	1.49	Up	
*Kcna1*	Potassium Voltage-Gated Channel Subfamily A Member 1	19.08	2.69E-07	4.58	Up	
*Mtch1*	Mitochondrial Carrier 1	17.04	2.83E-13	103.95	Up	Mitochondria
*Ndufs7*	NADH: Ubiquinone oxidoreductase core subunit S1	16.15	4.52E-09	9.46	Up	
*Mrps11*	Mitochondrial Ribosomal Protein S11	15.87	1.31E-07	2.37	Up	
*Slc25a10*	Solute Carrier Family 25 Member 10	18.45	6.52E-10	5.13	Up	
*Scd1*	Stearoyl-CoA Desaturase	16.55	1.90E-06	3.76	Up	
*Wdr35*	WD Repeat Domain 35	16.94	9.39E-05	2.51	Up	

### Comparison Reveals Distinct Stage-Specific Molecular Characteristics

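In edgeR's quasi-likelihood test, 5 genes were called in oocytes from primordial follicles and 0 in oocytes from primary follicles, so the number of shared genes could only be 0. Across the 15317 genes tested, which are not independent replicates, the log2 fold changes of the *in vitro* against the *in vivo* group at the 2 stages had a Pearson correlation of 0.023 and a Spearman correlation of 0.022.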

Interestingly, despite the different gene expression patterns, overlapping genes between oocytes from primordial and primary follicles were identified. The determination of the interaction between the proteins encoded by SDEGs that overlap between oocytes from primordial and primary follicles could help elucidate the molecular mechanism underlying the *in vivo* and *in vitro* growth of oocytes from primordial and primary follicles. Interestingly, 437 overlapping SDEGs were identified when comparing oocytes from primordial and primary follicles in the *in vivo* and *in vitro* groups. However, when we included SDEGs from MII oocytes, the comparison revealed only 11 overlapping SDEGs for oocytes in the three developmental stages (Figure 5A).

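By DESeq2 with its defaults, 66 genes were called at both stages. If calls at the stages were independent, 10.5 of the 15809 genes tested in both would be shared by chance. Both stages came from the same fit, which uses the same spread estimate of a gene at each. The excess over 10.5 therefore does not by itself show a shared effect. DESeq2 fitted to only the groups compared called 415 genes at the primordial and 405 at the primary stage. Of these, 25 were shared, a number counted after the values were seen. Of the 66 genes shared with DESeq2's defaults, 38 changed in opposite directions in oocytes from primordial and primary follicles and 28 in the same direction.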

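By the DESeq2 calls, 1 gene was shared by all 3 stages, *Asxl3*, named after its values were seen. By edgeR's calls there could be none, as no gene was called in oocytes from primary follicles, and of the 5 genes called in oocytes from primordial follicles 4 were also tested in MII oocytes.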

**FIGURE 5:**
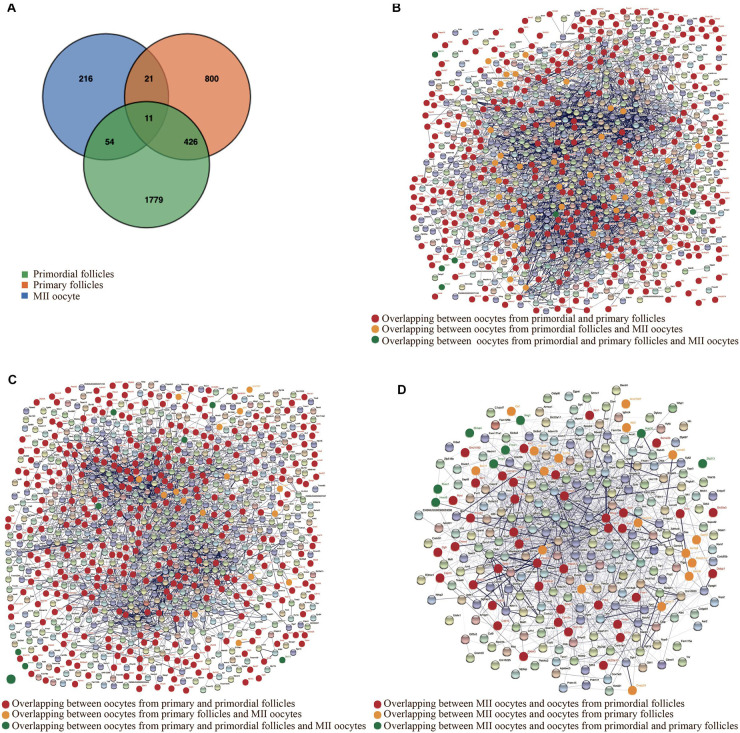
Identification of overlapping significantly differentially expressed genes (SDEGs). **(A)** Venn diagram representing the overlapping SDEGs between oocytes from primordial and primary follicles and metaphase II (MII) oocytes in the *in vitro* and *in vivo* groups. Green, orange, and blue colors show SDEGs of oocytes from primordial follicles, primary follicles, and MII oocytes, respectively. **(B)** Constructed protein–protein interaction network (PPI) from SDEGs of oocytes from primordial follicles in the *in vitro* and *in vivo* groups. Red nodes represent the encoded proteins from overlapping SDEGs between oocytes from primordial and primary follicles in the *in vitro* and *in vivo* groups. Yellow nodes show encoded proteins from overlapping SDEGs between oocytes from primordial follicles and MII oocytes. Green nodes refer to encoded proteins from overlapping SDEGs between oocytes from all developmental stages. **(C)** PPI from SDEGs of oocytes from primary follicles in the *in vitro* and *in vivo* groups. Red nodes represent the encoded proteins from overlapping SDEGs between oocytes from primordial and primary follicles in the *in vitro* and *in vivo* groups. Yellow nodes show encoded proteins from overlapping SDEGs between oocytes from primary follicles and MII oocytes. Green nodes refer to encoded proteins from overlapping SDEGs between oocytes from all developmental stages. **(D)** PPI from SDEGs of MII oocytes in the *in vitro* compared with the *in vivo* groups. Red nodes represent the encoded proteins from overlapping SDEGs between MII oocytes and oocytes from primordial follicles in the *in vitro* and *in vivo* groups. Yellow nodes show encoded proteins from overlapping SDEGs between MII oocytes and oocytes from primary follicles in the *in vitro* and *in vivo* groups. Green nodes refer to encoded proteins from overlapping SDEGs between oocytes from all developmental stages.

For a better understanding of the potential molecular mechanism during different developmental stages of oocytes, in relation to growth conditions, we mapped the interactions by protein–protein interaction networks (PPIs) of the anticipated protein products encoded by overlapping SDEGs (Figure 5A), between MII oocytes and oocytes from primordial and primary follicles in the *in vivo* and *in vitro* groups (Figures 5B–D and see also Supplementary Figures 2–4).

*Tph2*, *Sgk1*, *Traf2*, *Mycn*, *Hk2*, *Snapc3*, *Gucy2c*, *Mnat1*, *Cenpo*, *Gadd45a*, *Nr3c1*, *Hlcs*, *Nabp2*, *Zc3h8*, *Timm10*, *Tomm40l*, *Slc25a13*, *Uqcrfs1*, *Coq3*, *Acot2*, *Th*, *Prkg1*, *Pmsg1*, *Vamp3*, and *Fgf7* were shown to be highly interconnected in both oocytes from primordial and primary follicles, suggesting a similar pattern for high-grade functional interplay. Moreover, *Pamr1*, *Pcdhb20*, *Hint3*, *Krt36*, *Car14*, *Gstm4*, *Naif1*, *Tmc7*, and *Pdlim2* were slightly interconnected, and *Snx25*, *Ptpro*, *Shisa4*, *Smim12*, *Zfp438*, *Cpxm2*, *Tcaim*, *Sh3d21*, *Crip3*, *Bend7*, *Btbd8*, *Clec2l*, *Phf7*, *Lrrc40*, *Abcc4*, and *Barx2* were visualized with no connections in oocytes from both primordial and primary follicles, indicating the same order of low-grade functional interrelations. In contrast, *Mocs1*, *Lypd6b*, *Hmgcl*, *Klhl15*, *Rsc1a1*, *Ap3m2*, *Dpep3*, *Dnd1*, *Lctl*, *Cnn1*, *Arl5b*, *Ankrd23*, and *Psmg2* had higher interconnections in oocytes from primordial follicles than oocytes from primary follicles, while *Timm21*, *Timm8a1*, *Arsi*, *Mt2*, *Mageh1*, *Gas1*, *Cpne8*, *Leprotl1*, *Cmtm4*, *Ddr1*, *Il17ra*, *Oma1*, and *Aamdc* had higher interrelations in oocytes from primary follicles than oocytes from primordial follicles (Figures 5B,C).

*Btbd11*, *Epm2a*, *Ppp1r3e*, *Rps6ka2*, *Dcxr*, *Pdk2*, *Chrm4*, *Fzd2*, and *Cacna1c* were highly interconnected in oocytes from primordial follicles, while these SDEGs had slight interconnections in MII oocytes. Moreover, *Ogfr*, *Krt7*, *Cdk10*, and *Slc35e3* were determined to be slightly interconnected in both oocytes from primordial follicles and MII oocytes. In contrast, *Nrn1*, *Stc1*, and *Mycl* were highly interconnected in oocytes from primordial follicles, while these SDEGs had slight connections in MII oocytes. Interestingly, *Ralb*, *Fbxo32*, *Map2k3*, *Tpm2*, *Myocd*, *Rhog*, *Snai2*, *Mef2c*, *Nox4*, *Scd1*, and *Rnf217* were determined to be highly interrelated in both MII oocytes and oocytes from primordial follicles (Figures 5B,D).

*Depdc1a* was highly interrelated in oocytes from primary follicles, while it showed a slight connection in MII oocytes. Surprisingly, *Ngfr*, *Syn2*, and *Smad6* were highly interrelated in both MII oocytes and oocytes from primary follicles. Moreover, *Sox11*, *Atp4a*, *Galnt7*, *Lemd2*, *Dnajc24*, *Gemin2*, *Gstm6*, *Ildr2*, and *Oaf* were determined to be slightly interrelated, and *Gm27027* showed no connections in either MII oocytes or oocytes from primary follicles (Figures 5C,D). These results suggested that although SDEGs in MII oocytes showed higher overlap with those in oocytes from primordial follicles, the interconnection of the proteins encoded by overlapping SDEGs between MII oocytes and oocytes from primary follicles was more similar than that of overlapping SDEGs between MII oocytes and oocytes from primordial follicles in the *in vivo* and *in vitro* groups.

In summary, screening of SDEGs by PPI networks showed that most of them had mutual interrelations. Moreover, identification of overlapped SDEGs between oocytes of different developmental stages in PPI showed that despite this overlapping, the interconnections between different developmental stages are different. Therefore, screening of different interconnections in overlapped SDEGs between different developmental follicle stages is fundamental to understand the underlying molecular mechanism from early to late stages of follicular development. Future work is needed to confirm the specific roles of the gene products.

To further investigate the SDEGs, we visualized all SDEGs based on both the number of genes and an absolute fold change of 2 in oocytes from different developmental stages between the *in vivo* and *in vitro* groups (Figures 6A,B). 

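For oocytes from primordial follicles, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5 genes at an adjusted p under 0.05 and a fold change of at least 2, 4 higher *in vitro* and 1 lower. *Ptp4a1* (ENSMUSG00000026064, chromosome 1, 30940302 to 30949309, minus strand), which overlaps a gene on its own strand, was the 1 called gene whose groups did not overlap (10% by chance for a gene chosen without regard to the data). It had 30050, 82 and 5996 reads *in vitro* and 8, 15 and 9 *in vivo*, a log2 fold change of 10.79 (standard error 2.48, adjusted p = 0.0414, edgeR). With each library of this stage left out in turn, its adjusted p lay between 0.0492 and 0.473 (edgeR), and it kept the call only without *in vitro* library 2. The other called genes, named after their values were seen, were *D6Ertd527e*, *Tubb6* and *Tubb3* (higher) and H2ac13 (lower). The largest count among the alternatives set in advance was 1677 genes, 707 higher and 970 lower, from DESeq2 fitted to all 18 libraries.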

The list of all SDEGs had 2,270 significant genes with 959 upregulated genes and 1,311 downregulated genes in oocytes of primordial follicles. Moreover, the expression levels of 975 and 282 genes were upregulated and downregulated, respectively, in oocytes of primary follicles (Figure 6A). 

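In oocytes from primary follicles, edgeR's quasi-likelihood test called no gene (smallest adjusted p = 0.0693), whereas 1479 of the 15317 genes tested had an unadjusted p under 0.05. DESeq2 fitted to all 18 libraries called 911 genes at this stage, 694 higher and 217 lower *in vitro*.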

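Among genes with an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 691 were higher and 1108 lower *in vitro* in oocytes from primordial follicles, and 1063 were higher and 416 lower in oocytes from primary follicles. The median log2 fold change over all genes tested was 0 at the primordial stage and 0.44 at the primary stage. The latter shift depended on the normalization and was 0.17 with DESeq2's size factors and 0.72 with library size alone. Of the genes tested, 14062 had a read in the primordial libraries. Those without one have a log2 fold change of 0, so the median of 0 at that stage says little. The difference in the *in vitro* effect between the stages, tested gene by gene as an interaction, was past both thresholds for 16 genes.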

Interestingly, the expression of most of the genes was downregulated in oocytes from primordial follicles but upregulated in oocytes from primary follicles (Figure 6B). 

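In MII oocytes, edgeR's quasi-likelihood test called 60 genes, 49 higher and 11 lower *in vitro*, and the groups did not overlap in any of them. The 10% that chance gives holds for genes chosen without regard to the data, so it is no expectation for called genes. The median log2 fold change over all 17144 genes was 0.04. Of the called genes, *Pxdn* (ENSMUSG00000020674, chromosome 12, 29937608 to 30017658, plus strand) had 416, 246 and 310 reads *in vitro* and none *in vivo* (at least 103-fold higher), a log2 fold change of 11.33 (standard error 0.98, adjusted p = 0.000433, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest adjusted p, 7.41e-05 in the same edgeR test, belonged to a pair of overlapping pseudogene entries of the name *Gm20690* with identical counts (562, 569 and 311 *in vitro* and 1, 1 and 0 *in vivo*), whose reads could come from another locus. limma-voom with sample quality weights gave the largest count for this stage, 463 genes, 340 higher and 123 lower.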

Surprisingly, the list of all SDEGs showed that the levels of most of the genes in MII oocytes were upregulated (245 genes), which was also similar to oocytes from primary follicles (Figures 6A,B).

**FIGURE 6:**
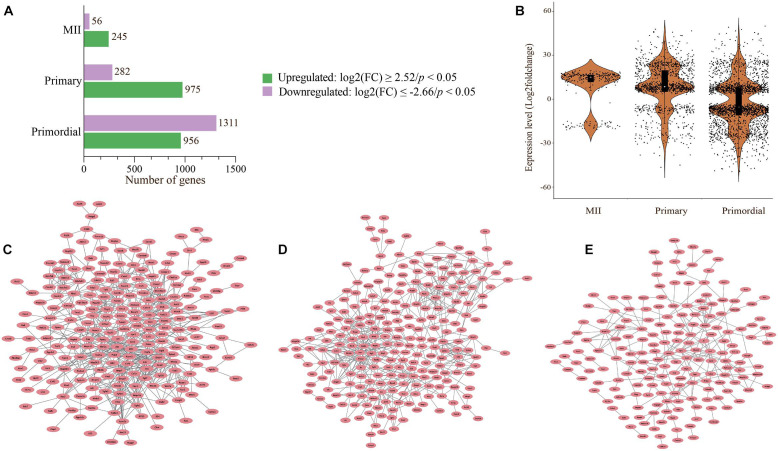
Visualization of SDEGs by bar chart, violin plot, and cloud networks. **(A)** The number of SDEGs (adjusted *p*-value < 0.05) represented by the bar chart. Differential expression analysis and normalization were performed using DESeq2 in R. **(B)** Violin plot representing the distribution of SDEGs in oocytes from primordial and primary follicles and MII oocytes in the *in vivo* and *in vitro* groups. Each dot shows the log2 fold change values in oocytes. **(C–E)** Network of 302 selected SDEGs in oocytes from primordial **(C)** and primary **(D)** follicles and MII oocytes **(E)** in the *in vivo* and *in vitro* groups. Different expression patterns are shown for the *in vivo-* and *in vitro*-grown MII oocytes and oocytes from primordial and primary follicles.

For visualization, 302 selected SDEGs were applied to construct PPI networks (Figures 6C–E). The PPI networks of oocytes from primordial and primary follicles showed different expression patterns of SDEGs in these oocytes between the *in vivo* and *in vitro* groups (Figures 6C,D). Surprisingly, 54 SDEGs showed overlap between MII oocytes and oocytes from primordial follicles, and 21 overlapping SDEGs were detected between MII oocytes and oocytes from primary follicles (Figures 5A,D).

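By DESeq2 with its defaults, 11 genes were called in both MII oocytes and oocytes from primordial follicles, where 12.8 would be shared by chance, and 6 of them changed in opposite directions. In MII oocytes and oocytes from primary follicles it called 5 shared genes, against 3.40 by chance (*Frmd5*, *Mecom*, *Ddit4l*, *Hk2* and *Asxl3*, named after their values were seen), of which 3 changed in opposite directions. DESeq2 fitted to all 18 libraries without Cook's filter was a setting chosen after seeing the data. It called 98 genes shared by MII oocytes and the primordial stage, against 30.7 by chance among 25932 genes. It called 63 shared by MII oocytes and the primary stage, against 18.6. These chance numbers count every gene with a p-value. Only 13022 genes at the primordial stage, 14057 at the primary stage and 17519 in MII oocytes had an adjusted p and any read there. The chance numbers of this fit are therefore too low, and those with DESeq2's defaults, taken in the same way, may be. Chance numbers also assume independent calls, whereas the fit of all 18 libraries uses the same spread estimate of a gene at every stage. By edgeR's quasi-likelihood test MII oocytes and oocytes from primordial follicles shared 0 called genes, against 0.0147 by chance, and with no call at the primary stage none could be shared there.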

A PPI network was built from all SDEGs in MII oocytes (Figure 6E). Different expression patterns were observed between *in vivo-* and *in vitro*-grown MII oocytes and oocytes from primordial and primary follicles. Interestingly, a hierarchically clustered heatmap showed a major difference between MII oocytes and oocytes from both primordial and primary follicles based on the involved pathways in a comparison of the *in vivo* and *in vitro* groups (Figure 7A). In MII oocytes from the *in vivo* and *in vitro* groups, the expression genes in cluster 1 and cluster 2, as well as a subcluster of genes, were highly upregulated. Consistent with stage-specific observations of SDEGs, cell cycle- and mitochondria-related genes were found to have different expression patterns between *in vivo-* and *in vitro*-matured MII oocytes and oocytes from primordial and primary follicles (Figures 7B–D). Moreover, pathway enrichment analysis of SDEGs showed that most of the involved pathways, including the cell cycle, MAPK signal transduction, Wnt signaling, and calcium signaling pathways, were highly enriched in the *in vitro-*matured oocytes compared with the *in vivo*-matured MII oocytes (Figure 7A). 

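Gene sets were drawn up from gene symbols before testing and compared with all other genes by camera with an inter-gene correlation of 0.01. In MII oocytes, the median log2 fold change of 147 cell cycle genes was 0.13, and 1 of them, *Ccnd2*, was called by edgeR. For 203 mitochondria-related genes it was -0.05, with 47.3% of them higher *in vitro*, compared with 51.7% of all genes.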

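The cell cycle set in MII oocytes had an adjusted p of 0.850 over the 15 set tests with camera. For 47 Wnt signaling genes the median log2 fold change was -0.10 (adjusted p = 0.921, camera). The MAPK and calcium signaling pathways were not analysed here.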

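In oocytes from primordial follicles, 55 TGF-β signaling genes had a median log2 fold change of 0 *in vitro* against *in vivo*. For 201 mitochondria-related genes the median was -0.47, and for 65 ROS-related genes it was -0.19. No set passed the adjustment over 15 tests (adjusted p = 0.921 for each, camera), and no gene of these sets was called by edgeR. The BMP, FGF and TORC1 pathways were not analysed as sets.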

The enrichment pathway analysis further showed that different signaling pathways such as bone morphogenetic protein (BMP) signaling, fibroblast growth factor (FGF) signaling, target of rapamycin complex 1 (TORC1) signaling, TGF-β signaling pathway, mitochondrial function, and ROS signaling, in oocytes from primordial follicles, were changed during *in vitro* culture condition in oocytes from primordial follicles during *in vitro* culture. 

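In oocytes from primary follicles, the mitochondria-related set had a median log2 fold change of 0.74 and the TGF-β set of 1.05, with an adjusted p of 0.251 for both over 15 tests (camera). The median of all genes at this stage is itself above 0. For 150 cell cycle genes the median was 0.60 (adjusted p = 0.452, camera), and for the ROS-related set it was 0.37. The VEGF, EGF and MAPK pathways were not analysed as sets.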

Specifically, in oocytes from primary follicles, several signaling pathways such as vascular endothelial growth factor (VEGF) signaling, epidermal growth factor (EGF) signaling, TGF-β signaling pathway, MAPK signaling transduction, cell cycle, mitochondrial function, and ROS signaling were altered during *in vitro* culture. In addition, extracellular signal-regulated kinase (ERK) signaling, gonadotropin releasing hormone (GnRH) signaling, ubiquitylation (UbI) conjugation pathway, nuclear factor kappa-light-chain enhancer of activated B cell (NF-KappaB) pathway, cell cycle, mitochondrial function, and ROS signaling in MII oocytes were changed during *in vitro* culture. 

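Among the sets tested in MII oocytes, the 61 ROS-related genes ranked first in camera, with a median log2 fold change of 0.25 and 62.3% of the genes higher *in vitro*. Their p adjusted over the 15 tests with camera did not pass 0.05, and edgeR called no gene of the set.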

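Over 5 gene sets (mitochondria, ROS, cell cycle, TGF-β and Wnt) at 3 stages, none of the 15 tests with camera had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05, both in oocytes from primary follicles. Whether a set's change differed between stages was not tested.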

In conclusion, the results showed that there was a large difference between early and late stages of follicular development and oocyte maturation, in relation to signaling pathways.

**FIGURE 7:**
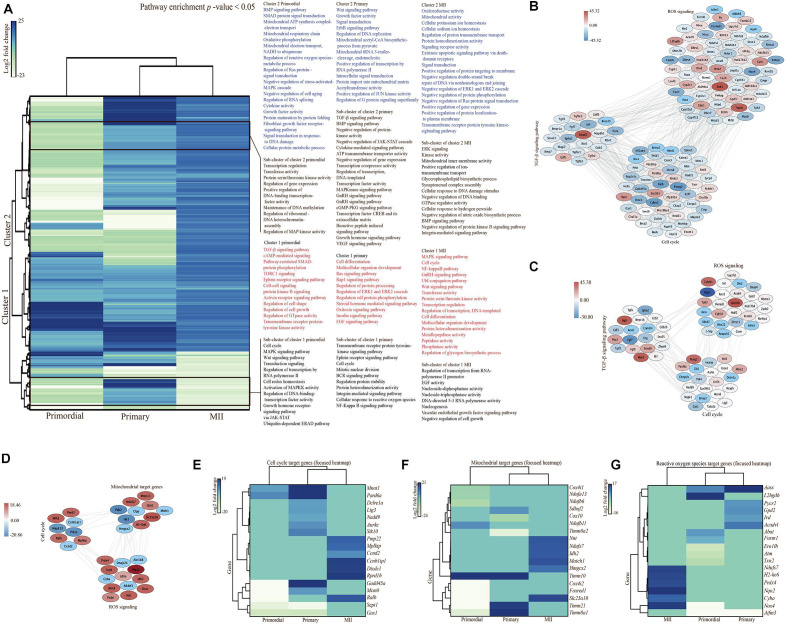
Pathway enrichment analysis in oocytes. **(A)** Hierarchically clustered heatmap of the 302 selected significantly differentially expressed genes (SDEGs) in oocytes from primordial and primary follicles and MII oocytes in the *in vitro* group compared with the *in vivo* group. Pathway enrichment analysis was performed in each cluster of genes. Each subcluster of clusters is outlined, and the list of significantly enriched pathways is shown for each cluster and subcluster. Columns show different developmental stages of oocytes at the bottom. The color code based on log2 fold changes is shown as a scale (ranging from –23 to 25). **(B–D)** Interaction networks are shown for differentially expressed genes associated with the TGF-β signaling pathway, cell cycle, and ROS in oocytes from primordial **(B)** and primary follicles **(C)** and cell cycle-, ROS-, and mitochondria-related genes in MII oocytes **(D)**. **(E–G)** Focused heatmaps of the cell cycle **(E)**, mitochondrial function **(F)**, and ROS **(G)** of oocytes from primordial and primary follicles and MII oocytes in the *in vitro* group compared with the *in vivo* group. All involved genes are shown on the right-hand side, according to their colors on the left-hand side in each row of each heatmap. The color codes based on log2 fold changes are shown as a scale for each heatmap.

Curiously, expression of the majority of genes in subcluster 1 and cluster 2, as well as its subcluster of genes, was downregulated in oocytes from primordial follicles from the *in vitro* group compared with the *in vivo* group (Figure 7A). In contrast, expression of the majority of genes of both clusters 1 and 2, as well as their subclusters of genes, was upregulated in oocytes from primary follicles in the *in vitro* group compared with the *in vivo* group. Pathway enrichment analysis of gene sets from the clusters showed that genes involved in the cell cycle, TGF-β signaling pathway, MAPK signaling transduction, mitochondrial function, and ROS signaling were mostly enriched in oocytes from primary follicles. These results were consistent with our SDEG data showing a large fold change in volcano plots. 

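In oocytes from primary follicles, 62.7% of the mitochondria-related genes, 64.7% of the cell cycle genes, 65.5% of the TGF-β genes and 55.4% of the ROS-related genes had a log2 fold change above 0 *in vitro*, compared with 56.1% of all genes tested. In oocytes from primordial follicles these shares were 43.3%, 50%, 49.1% and 47.7%, against 42.7% of all genes. The shares include genes without a read at the stage, whose log2 fold change is 0.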

To examine the TGF-β signaling pathway, cell cycle, ROS signaling, and mitochondria, we generated networks of SDEGs involved in these functions in oocytes from both primordial and primary follicles and MII oocytes (Figures 7B–D). Intriguingly, a different gene expression pattern in the TGF-β signaling pathway was noted between the *in vivo-* and *in vitro*-grown oocytes from primordial (Figure 7B) and primary follicles (Figure 7C), suggesting follicle stage-specific TGF-β-related functions. Notably, cell cycle- and ROS-related genes displayed different follicle-stage expression patterns in oocytes grown *in vivo* and *in vitro* (Figures 7B,C). 

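The cell cycle set had a median log2 fold change of 0.03 in oocytes from primordial follicles (adjusted p = 0.921, camera), and no gene of the cell cycle or ROS set was called at the primordial or primary stage by edgeR's quasi-likelihood test. The difference between stages in these sets was not tested as such.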

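*Ccnd2* (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193, minus strand), which 2 annotated genes overlap on the opposite strand, had 111, 128 and 63 reads in the *in vitro* MII libraries and 1, 0 and 0 *in vivo*, a level at least 31.2-fold higher. Its log2 fold change was 7.68 (standard error 1.11, adjusted p = 0.00802, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called, but not without *in vivo* library 3 or any of the *in vitro* libraries, and over the fits that left out a library its adjusted p lay between 0.00971 and 0.0950 (edgeR). In oocytes from primordial follicles it had 34, 152 and 4 reads *in vitro* and 123, 300 and 50 *in vivo* (log2 fold change -1.20, adjusted p = 1.00, edgeR). At that stage *Gadd45a* (328, 6 and 42) and *Gas1* (1939, 106 and 0) had reads in the *in vivo* libraries and none *in vitro*, levels at least 34.9-fold lower and at least 184-fold lower *in vitro*. *Timm10* had 851, 633 and 0 reads *in vitro* and none *in vivo* (at least 213-fold higher). Their adjusted p-values were 0.361, 0.359 and 0.359 in edgeR's quasi-likelihood test, and DESeq2 called all 3 (0.0178, 0.00421 and 0.0146). DESeq2 also called *Atm*, which had 0, 65 and 60 reads *in vitro* and 28, 1049 and 9236 *in vivo* (adjusted p = 0.0139, against 0.433 from edgeR). *Txn2* had 50, 2 and 18 reads *in vitro* and 1674, 771 and 1672 *in vivo*, without overlap between the groups (adjusted p = 0.509, edgeR).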

For more details, focused heatmaps were generated for cell cycle (Figure 7E), mitochondria-related (Figure 7F), and ROS-related (Figure 7G) target genes, which revealed down- or upregulation of the expression of the genes in the *in vitro* oocytes compared with *in vivo* oocytes from primordial follicles and MII oocytes.

## Discussion

### A Resource for Elucidating the *in vitro* Activation and Maturation of Ovarian Follicles

In the present study, we provided detailed insights into stage-specific gene expression profiles and the corresponding signaling pathways of activated and mature mouse ovarian follicles grown either *in vivo* or *in vitro* by analyzing transcriptomes from oocytes from primordial and primary follicles and comparing them with those of MII oocytes. Determination of the detailed transcriptomes of follicle stage-specific oocytes *in vivo* and *in vitro* will contribute to *in vitro* growth and be a valuable source for future optimization of fertility treatments. Excitingly, we identified genes encoding signaling factors related to the cell cycle, mitochondria, and ROS production. We identified approximately 1,000–3,000 DEGs in oocytes from primordial and primary follicles in relation to their *in vivo* and *in vitro* conditions and approximately 300 DEGs in *in vivo-* and *in vitro*-matured MII oocytes. 

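Fitted once to the 12 LCM libraries, DESeq2 with its defaults called 752 genes in oocytes from primordial follicles, 221 in oocytes from primary follicles and, in the fit of the MII libraries, 365 in MII oocytes. Without its filters on Cook's distance and on mean expression these counts were 1606, 911 and 311.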

Despite the fact that oocytes grown *in vivo* and *in vitro* in different developmental follicle stages showed similar morphology and quality, our transcriptomic analysis identified different molecular characteristics due to the *in vitro* culture system.

### *In vivo* and *in vitro* Growth of Oocytes From Primordial and Primary Follicles

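None of 8 genes of the PI3K pathway (*Akt1*, *Akt2*, *Pik3ca*, *Pik3cb*, *Pik3r1*, *Mtor*, *Foxo1* and *Foxo3*) was called by edgeR in oocytes from primordial or primary follicles. Their adjusted p-values ranged from 0.836 to 1 at the primordial stage and from 0.526 to 1 at the primary stage (edgeR's quasi-likelihood test). DESeq2 fitted to all 18 libraries without Cook's filter, a setting chosen after seeing the data, called *Pik3cb* at the primary stage (adjusted p = 0.0432). *Foxo3* (ENSMUSG00000048756, chromosome 10, 42181841 to 42276755, minus strand) had 35575, 23144 and 24956 reads *in vitro* and 2847, 49263 and 10536 *in vivo* in oocytes from primordial follicles, a log2 fold change of 0.89 (standard error 1.38), and -0.39 (standard error 1.37) in oocytes from primary follicles. Both standard errors, computed from the log2 fold change and the test statistic, exceed 1 log2 unit. Changes of that size therefore cannot be excluded with 3 libraries per group.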

Surprisingly, we detected major changes in the mechanisms other than classic oocyte-activating PI3K–PTEN–AKT–FOXO3 signaling, which may elucidate the mechanisms underlying follicular development. Our functional analysis indicated that one of the dominant processes affected by *in vitro* conditions was cell cycle progression. Interestingly, most cell cycle-related genes, such as *Cdk10*, *Ogfr*, and *Ralb* and *Psmg2* and *Cyren*, were among the top 20 downregulated DEGs in oocytes from primordial follicles. *Cdk10* is a Cdc2-related kinase during the G2 or M phase and promotes cell division (Zehra et al., 2019). Moreover, *Cdk10* regulates transcriptional activity and development through the Raf–MEK–ERK1/2 pathway, showing its role in development as well as the cell cycle (Guen et al., 2017). Interestingly, several cell cycle activator (*Cdk10*, *Ralb*) and inhibitor (*Ogfr*, *Psmg2*, *Cyren*) genes were differentially expressed in *in vitro*-grown oocytes compared with *in vivo*-grown oocytes from primordial follicles.

Interestingly, downregulation of the expression of *Cdk10*, *Cyren*, and *Psmag2*, which are regulators, and *Ogfr*, a suppressor, and *Ralb*, as an activator of the cell cycle, suggests a possible fine-tuning balance between these activators and suppressors of cell cycle progression during *in vitro* culture.

Surprisingly, despite downregulation of the expression of most DEGs associated with the cell cycle in oocytes from primordial follicles, oocytes from primary follicles showed upregulation of the expression of most cell cycle-associated genes, such as *Cyren*, *Psmg2*, and *Mnat1*. Surprisingly, the expression of *Cyren* and *Psmg2*, which showed strong downregulation in oocytes from primordial follicles, was highly upregulated in oocytes from primary follicles in the present study. These results suggested that there may be a dynamic pattern in cell cycle function from primordial to primary follicle development, which was changed during *in vitro* culture, showing the key role of cell cycle-involved genes in the primordial to primary follicle transition. This finding suggested the important role of regulating the cell cycle in the activation of dormant follicles. Accordingly, differential expression of genes associated with the cell cycle and growth was detected in previous studies in mice (Dharma et al., 2009), rats (Kezele et al., 2005), humans (Markholt et al., 2012), and primates (Arraztoa et al., 2005), along with global analysis of murine follicles (Chang et al., 2016) and microarray analysis of human and bovine oocytes (Adona et al., 2016; Ye et al., 2020).

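The difference between the *in vitro* effects at the primary and primordial stages was tested gene by gene as an interaction over the 12 LCM libraries. For *Cyren* its log2 value was 10.15 (standard error 4.34, adjusted p = 0.324) and for *Psmg2* 20.51 (standard error 6.32, adjusted p = 0.172, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and edgeR called neither. *Cyren* was counted in 2 of the 3 *in vivo* libraries of primordial follicles and in all 3 *in vitro* libraries of primary follicles, with at most 10 reads in any. *Psmg2* was counted in 1 *in vivo* library of primordial follicles and in 2 *in vitro* libraries of primary follicles. Neither had a read in the other group of its stage. From the change of direction between the stages, the paper proposes that cell cycle function follows a dynamic pattern from primordial to primary follicles that was changed by the culture.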

In recent studies, members of the TGF-β superfamily have been investigated due to their regulatory role in ovarian function and fertility (Galloway et al., 2000; McNatty et al., 2005; Li, 2015; Gao Y. et al., 2017). Notably, our pathway analysis suggests that the TGF-β signaling pathway, e.g., TGF-β-associated genes (such as *Pura*, *Snx25*, and *Smad7*), regulates ovarian *in vitro* culture. We found that the expression of several genes associated with the TGF-β signaling pathway (such as *Pura* and *Snx25*) was downregulated in oocytes from primordial follicles but enriched in oocytes from primary follicles, indicating that the TGF-β signaling pathway plays a role in primordial follicle activation during *in vitro* culture. 

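*Pura* (ENSMUSG00000043991, chromosome 18, 36281097 to 36292535, plus strand) had 1843, 1658 and 0 reads in the *in vivo* libraries of oocytes from primordial follicles and none *in vitro*, a level at least 298-fold lower *in vitro* (adjusted p = 0.359, edgeR's quasi-likelihood test). DESeq2 called it at this stage (adjusted p = 1.77e-12). In oocytes from primary follicles it had 577, 913 and 538 reads *in vitro* and 0, 1934 and 0 *in vivo*, a log2 fold change of -0.05 (standard error 3.00, adjusted p = 1.00, edgeR). Leaving out *in vivo* library 2 moved that value to 12.16. *Snx25* (ENSMUSG00000038291, chromosome 8, 46033261 to 46152159, minus strand) is overlapped by a gene on the opposite strand. In oocytes from primordial follicles it had 57, 2 and 0 reads *in vivo* and none *in vitro* (at least 5.34-fold lower *in vitro*, adjusted p = 0.432, edgeR). DESeq2 fitted to all 18 libraries called it at this stage.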

Interestingly, *Pura* and *Snx25* expression was highly downregulated in oocytes from primordial follicles. *Snx25* is a regulator of the TGF-β signaling pathway that can increase the degradation of TGF-β receptors by the lysosomal pathway, and overexpression of *Snx25* suppressed TGF-β activity, while knockdown of endogenous SNX25 expression increased the level of TGF-β receptors and enhanced TGF-β signaling (Hao et al., 2011). Therefore, strong downregulation of *Snx25* expression in oocytes from primordial follicles showed that *in vitro* culture affects primordial follicle activation by suppressing the expression of this gene, leading to increased TGF-β signaling. Despite downregulation of the expression of *Snx25*, an inhibitor of TGF-β signaling, *Pura* expression was also highly downregulated in the *in vitro* oocytes compared with *in vivo* oocytes from primordial follicles and may activate TGF-β signaling. *Pura* encodes a multifunctional DNA- and RNA-binding protein. A previous study showed that PURA binding to TGF-β led to increasing TGF-β1 promoter activity in astrocytic cells (Thatikunta et al., 1997). However, the roles of SNX25 and PURA and their regulation of the TGF-β signaling pathway in oocyte development are unknown.

In addition, we showed that one of the top 20 significantly upregulated genes in *in vitro-* compared with *in vivo*-grown oocytes from primordial follicles was *Smad7*, which plays a regulatory role in a negative feedback loop for TGF-β signaling. SMAD proteins are downstream signaling transducers of the TG-Fβ superfamily (Gao et al., 2013). *Smad7* plays a regulatory role in a negative feedback loop for TGF-β signaling. SMAD7 competes with SMAD2/3 to bind to a type I TGF-β receptor and regulate TGF-β signaling (Quezada et al., 2012).

We also showed strong upregulation of the expression of several other TGF-β superfamily associated genes, such as *Ngfr*, *Smad6*, *Fgf9*, *Pitx2*, and *Snx25*, in oocytes from primary follicles. *Ngfr* encodes nerve growth factor receptor (NGFR), which is a multifunctional cell surface receptor and is expressed in several cell types (Bao et al., 2020). Although *Ngfr* is known for its function in nervous system development, a previous study described *Ngfr* expression and its critical role in regulating the growth, development, and function of reproductive organs (Bu et al., 2016). Moreover, a recent study identified *Ngfr* expression in follicles of different sizes in porcine ovaries during estrus, suggesting its essential role in the function of the ovary in sows (Jana et al., 2011). *Ngfr* expression was also detected in granulosa cells, thecal cells, stromal cells, and luteal cells of goat ovaries (Ren et al., 2005). Moreover, *Smad6*, one of the top 20 upregulated DEGs between *in vivo* and *in vitro* oocytes from primary follicles, regulates TGF-β signaling and can suppress BMP signaling. SMAD6, which protects oocytes, can govern TGF-β signaling and prevent overactivation, affecting reproductive function. Deletion of *Smad6* in the ovary affected cell cycle gene expression and resulted in abnormal granulosa cell proliferation, differentiation, and apoptosis through overactivation of TGF-β signaling (Li, 2015). Upregulation of the expression of *Smad7* in oocytes from primordial follicles and *Smad6*, as regulators of TGF-β signaling, in oocytes from primary follicles indicates their distinct regulatory roles in each developmental stage of follicles.

In addition, the expression of *Fgf9*, which showed upregulation between *in vivo-* and *in vitro-*grown oocytes from primary follicles, is a member of the FGF family and is involved in ovarian follicular development. 

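*Fgf9* (ENSMUSG00000021974, chromosome 14, 58070547 to 58112720, plus strand) had 2 reads in *in vitro* library 1 and none in the other 5 libraries of oocytes from primary follicles. Both groups were at the floor, so no fold is given, and with under 10 reads in the 12 LCM libraries the gene was not tested.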

The role of FGF9 in steroidogenesis in the ovary has been shown to be dependent on species (Schutz, 2016). Previous studies suggested a link between TGF-β and FGF signaling through regulation of FGF signaling by TGF-β signaling (Mukherjee et al., 2005; Strand et al., 2014; Bordignon et al., 2019). Moreover, previous studies reported that *Fgf9* can enhance the expression of *Pitx2* (Bellusci, 2008; Geske et al., 2008), which unexpectedly was one of the top upregulated genes in oocytes from primary follicles in the present study. Different roles of *Pitx2* in cell proliferation, differentiation, and organogenesis have been reported in several studies (Lin et al., 1999; Liu et al., 2001; Ai et al., 2006; Hayashi et al., 2008). *Pitx2* can interact with β-catenin to regulate cell proliferation by inducing the transcription of cyclin Ds and c-Myc (Yoshioka et al., 1998; Iwao et al., 2009). A recent study on neural crest cells showed that *Pitx2* acts downstream of TGF-β and FGF signaling and regulates cell proliferation through induction of cyclin D1 and D3 gene expression (Iwata et al., 2012). Therefore, taken together with the other studies, our data showed the strong upregulation of *Fgf9* and *Pitx2* expression along with upregulation of the expression of genes involved in the cell cycle in oocytes from primary follicles in a comparison between *in vivo* and *in vitro* conditions in this study, which may indicate the role of the TGFβ–*Fgf9*–*Pitx2* signaling cascade in ovarian follicular activation. Interestingly, our transcriptomic analysis showed overlapping significant differential expression of *Snx25* between oocytes from primordial and primary follicles with slight functional interconnections in oocytes from both primordial and primary follicles in constructed networks from SDEGs. 

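In oocytes from primary follicles, *Snx25* had 19, 173 and 457 reads *in vitro* and 0, 1 and 0 *in vivo*, a level at least 48.5-fold higher *in vitro*, with a log2 fold change of 8.56 (standard error 4.22, adjusted p = 0.497, edgeR's quasi-likelihood test). The difference from the effect in oocytes from primordial follicles was 15.84 on the log2 scale (standard error 5.67, adjusted p = 0.236, edgeR), and edgeR called *Snx25* in neither test. DESeq2 fitted to all 18 libraries called it at both stages, and other settings called it at the primary stage.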

Surprisingly, *Snx25* expression was highly upregulated in oocytes from primary follicles but highly downregulated in oocytes from primary follicles, suggesting a role in primordial follicle activation and development, which was changed through *in vitro* culture. These results showed a possible dynamic pattern in TGF-β signaling from primordial to primary follicle development, suggesting the importance of these genes in the TGF-β signaling pathway in the primordial to primary follicle transition.

The main source of ROS production is the mitochondria, and as expected, we noted major changes in mitochondria-related genes between the *in vivo* and *in vitro* groups. However, the expression of most ROS-related genes, such as *Dcxr*, *Foxred1*, *Nox4*, and *Tph2*, was downregulated in oocytes from primordial follicles. In contrast, the expression of ROS-related proteins, such as *Akr1b8*, *Cybrd1*, and *Tph2*, was upregulated in oocytes from primary follicles. Therefore, mitochondria-related genes may lead to an increase in mitochondrial function, resulting in the enrichment of genes involved in ROS signaling in oocytes from primary follicles. 

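*Nox4* had 6 reads in *in vivo* library 2 and *Tph2* had 1 read there, and neither had any other read in oocytes from primordial follicles. Neither mean could be told from the *in vitro* floor at this depth. The p of *Tph2* adjusted over all genes was 0.849 in edgeR's quasi-likelihood test, and *Nox4*, with under 10 reads in the LCM libraries, was not tested.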

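All reads of *Cybrd1* (213, at least 20.0-fold higher) and *Tph2* (1113, at least 105-fold higher) in oocytes from primary follicles came from *in vitro* library 2. Both genes had an adjusted p of 0.440 in edgeR's quasi-likelihood test.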

Interestingly, *Nox4*, as a member of the NOX family in NADPH oxidases, is widely expressed in different types of cells and is the main source of ROS. A recent study reported that NOX4-derived ROS production increased granulosa cell proliferation and promoted follicle growth (Buck et al., 2019). *Nox4* was also shown to induce the expression of MAPK family members and affect the signal transduction system (Buck, 2018). In addition, previous studies indicated that *Nox4* is related to cell death and increases apoptosis (Seo et al., 2017; Yang et al., 2018). Therefore, our results showed that *in vitro* culture may decrease intracellular ROS production through downregulation of *Nox4* expression in oocytes from primordial follicles. In contrast, the expression of *Dcxr*, which has a protective role against oxidative stress, was most significantly downregulated in oocytes from primordial follicles in the present study, suggesting a possible balance between the expression of ROS generators and detoxifying genes in oocytes from primordial follicles during *in vitro* culture. *Dcxr* is critical for carbonyl detoxification and carbohydrate metabolism (Yang et al., 2017). However, the function of *Dcxr* is controversial. Despite the protective role of *Dcxr* in decreasing oxidative stress through detoxification of reactive carbonyls, its ability to generate ROS by the redox cycling of 9,10-phenanthrenequinone was reported in previous studies (Ebert et al., 2015).

Overall, we found several genes related to mitochondrial function and ROS production in oocytes from both primordial and primary follicles, suggesting the effect of *in vitro* culture on mitochondrial function and ROS levels. However, downregulation of the expression of mitochondrial and ROS-related genes in oocytes from primordial follicles and enhancement of these functions in oocytes from primary follicles showed that oocytes require more energy, which granulosa cells cannot supply during primordial follicle activation in culture, leading to the induction of mitochondrial function and subsequent ROS production.

### *In vivo* and *in vitro* Maturation of MII Oocytes

We used a 3D culture system to determine whether different molecular characteristics affect oocyte quality and maturation to the MII stage. We observed that oocytes from two-step-cultured ovaries successfully matured to the MII stage, and their morphology, as well as their mitochondrial function and ROS levels, was similar to that of *in vivo*-matured oocytes, while their molecular characteristics were significantly different. Interestingly, our comparative transcriptomic analysis showed that the levels of most DEGs in the *in vivo-* and *in vitro*-matured MII oocytes were highly upregulated, which was different from oocytes from primordial follicles, which showed mostly downregulation of DEG expression. Accordingly, previous studies reported that the levels of most DEGs were upregulated in mouse and human oocytes after *in vitro* maturation, from the germinal vesicle (GV) to MII stage, compared with *in vivo*-matured oocytes (Jones et al., 2008; Gao L. et al., 2017; Liu et al., 2017). Interestingly, we found a major upregulation of the expression of most genes associated with the cell cycle, such as *Ccnb1ip1*, *Mlh3*, *Ralb*, *Piwil2*, and *Cyren*, between the *in vivo-* and *in vitro*-matured MII oocytes. Accordingly, previous studies reported that cell cycle-related genes were highly expressed in *in vitro*-matured oocytes compared with *in vivo*-matured oocytes, suggesting abnormalities in the cell cycle process in *in vitro*-matured oocytes (Wells and Patrizio, 2008; Ye et al., 2020). 

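In the *in vitro* MII libraries, *Mlh3* had 0, 4 and 28 reads, *Ralb* 0, 0 and 10 and *Cyren* 21, 18 and 8, and none had a read *in vivo*. The levels were at least 3.42-fold higher, at least 1.09-fold higher and at least 4.90-fold higher. Their adjusted p-values were 0.462, 0.521 and 0.354 in edgeR's quasi-likelihood test, which called none of them, and neither did DESeq2 with its defaults. DESeq2 fitted to all 18 libraries without Cook's filter, a setting chosen after seeing the data, called *Mlh3* (adjusted p = 3.37e-11), and limma-voom called *Cyren*.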

Surprisingly, in our transcriptomic analysis, *Ccnb1ip1* was the top upregulated DEG in MII oocytes. In mice, *Ccnb1ip1* encodes cyclin B1 interacting protein 1, a putative ubiquitin E3 ligase. Defects in *Ccnb1ip1* expression led to meiotic impairments in mice (Yoshida et al., 2015). In humans, the CCNB1IP1 protein is a RING finger family ubiquitin ligase that governs the G2/M phase in the cell cycle through degradation of cyclin B (Toby et al., 2003). Strong upregulation of *Ccnb1ip1* expression in MII oocytes cultured *in vitro* compared with *in vivo* suggested that *in vitro* culture affects resumption of meiosis in MII oocytes, which is critical for nuclear maturation.

Mitochondrial function has long been investigated and identified as a marker for oocyte quality due to its role in oocyte maturation (Gao L. et al., 2017; Ye et al., 2020). 

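*Ndufs7* (ENSMUSG00000020153, chromosome 10, 80249121 to 80256794, plus strand) had 0, 8 and 13 reads in the *in vitro* MII libraries (at least 2.15-fold higher, adjusted p = 0.496, edgeR's quasi-likelihood test) and *Mrps11* had 0, 7 and 9 (at least 1.63-fold higher, adjusted p = 0.504, edgeR). No *in vivo* library had a read of these genes, and *in vitro* library 1 had none either.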

Interestingly, the levels of several mitochondria-related genes, such as *Mtch1*, *Ndusf7*, *Mrps11*, and *Slc25a10*, were highly upregulated in the *in vitro*-matured MII oocytes compared with the *in vivo*-matured MII oocytes. Thus, *in vitro* culture may affect oocyte quality through enrichment of mitochondrial genes. Combined with other studies, these results showed that *in vitro* culture may change mitochondrial function and increase ATP production, which is needed under culture conditions. However, these studies are controversial. It was reported that the expression of genes involved in the mitochondrial respiratory chain in bovine *in vitro*-matured oocytes was downregulated compared with that in *in vivo*-matured oocytes, suggesting negative effects of *in vitro* culture on mitochondrial function and oocyte maturation (Katz-Jaffe et al., 2009). These discrepancies may be due to differences in culture methods and species. Therefore, upregulation of the expression of mitochondria-related genes in MII oocytes in the present study suggested a higher demand for energy in mature oocytes, which is required to prepare oocytes for fertilization and subsequent embryonic development during *in vitro* culture.

Reactive oxygen species, which are produced during *in vitro* maturation of oocytes, are known to decrease oocyte quality (Soto-Heras and Paramio, 2020). Therefore, we compared the ROS levels in the *in vitro*-matured MII oocytes with those from the oocytes matured *in vivo* and found no difference between the groups. Thus, the *in vitro* culture appears not to affect the ROS levels of MII oocytes. However, it is important to note that the ROS measurements using DCFH-DA are associated with restrictions regarding evaluation of cellular oxidative stress. This is due to its hydrophilic nature, preventing all DCFH-DA to cross the membrane, and its dependence on Fenton-type reactions and/or on unspecific enzymatic oxidation by cytochrome *c* (Karlsson et al., 2010). A study showed that after 12 h of incubation for *in vitro* maturation of bovine oocytes, ROS levels were enhanced (Morado et al., 2009). Moreover, several studies in mice, pigs, and cows demonstrated that low oxygen tension with low levels of ROS production led to successful blastocyst formation (Hashimoto et al., 2000; Iwamoto et al., 2005). In contrast, high oxygen tension improved *in vitro* maturation of porcine oocytes and enhanced the blastocyst rate (Park et al., 2005). Furthermore, oxygen tension, which can increase ROS production, did not change the nuclear and cytoplasmic maturation of bovine oocytes during *in vitro* maturation (Giotto et al., 2015). Examination of different oxygen concentrations during mouse follicle *in vitro* maturation showed that increasing oxygen concentrations led to high levels of ROS production, which did not affect maturation, fertilization, and early developmental rates; however, the numbers of blastocysts were significantly reduced (Banwell et al., 2007). Therefore, further in-depth research is needed to determine the effect of *in vitro* conditions and ROS production on oocyte quality. 

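Reads of *Prdx4* (0, 3 and 9), *Dnajc24* (15, 7 and 10), *Nox4* (15, 22 and 5), *Dcxr* (20, 0 and 8) and *Akr1b8* (11, 1 and 30) were counted in the 3 *in vitro* MII libraries and none in the *in vivo* libraries. The lower limits of the folds ran from 1.26 for *Prdx4* to 4.61 for *Akr1b8*. In *Dnajc24*, *Nox4* and *Akr1b8* every *in vitro* library had reads. The adjusted p-values of the 5 genes lay between 0.389 and 0.509 in edgeR's quasi-likelihood test, and neither edgeR nor DESeq2 with its defaults called any of them. DESeq2 fitted to all 18 libraries called *Dnajc24* and *Dcxr*, and without Cook's filter, chosen after seeing the data, their adjusted p-values were 7.96e-08 and 6.98e-05.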

Surprisingly, despite similar ROS levels in the *in vivo-* and *in vitro*-matured MII oocytes, our functional pathway analysis showed that genes involved in ROS signaling, such as *Nqo2*, *Prdx4*, *Dnajc24*, *Nox4*, *Dcxr*, and *Akr1b8*, were enriched in MII oocytes. These results suggested that *in vitro* culture may lead to major changes in ROS production-related genes in MII oocytes from *in vitro* maturation compared with *in vivo* maturation, while the ROS level of the *in vitro*-matured MII oocytes was not significantly different from that of the *in vivo*-matured oocytes. However, as the main source of intracellular ROS is the mitochondria and mitochondrial dysfunction can lead to an increase in ROS levels, enrichment of mitochondria-related genes in MII oocytes may cause changes in ROS-related genes between the *in vivo-* and *in vitro*-matured MII oocytes.

These results indicated that significant differences in the expression of mitochondria-related genes can result in alteration of mitochondrial function, leading to major changes in ROS signaling in MII oocytes, as well as oocytes from primordial and primary follicles. However, although there were major changes in ROS signaling in oocytes from different developmental stages in the present study, our results suggest a transcriptional regulation of genes involved in ROS generation and related to antioxidant function in MII oocytes as well as oocytes from primordial and primary follicles.

## Conclusion

In summary, we showed that *in vitro* culture conditions changed cellular functions that were not related to the classic follicle-regulating AKT/PI3K/PTEN pathway in oocytes at different developmental stages. 

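In MII oocytes, none of the same 8 PI3K pathway genes was called by edgeR, with adjusted p-values from 0.468 to 0.938 in edgeR's quasi-likelihood test. The log2 fold changes ranged from -0.97 for *Mtor* (standard error 0.43) to 0.23 for *Pik3cb* (standard error 0.58). The normalized levels of *Mtor* and of *Foxo3* were lower in every *in vitro* library than in every *in vivo* library.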

Alterations in these functions during the culture period suggested their important role in follicular development and oocyte maturation. We found various candidate genes in these signaling pathways, which have not been well studied in oocytes, and their role in oocyte development is unknown. Our comparative transcriptomic analysis showed a fluctuation in the expression of genes between oocytes from different developmental stages, suggesting a possible dynamic pattern of different functions in oocytes from early to late developmental stages. Therefore, we concluded that the important transcriptomic drivers that activate *in vivo* primordial oocytes are involved in the cell cycle, TGF-β signaling, MAPK signal transduction, Wnt signaling, and mitochondrial function. Although we identified overlapping differentially expressed genes in oocytes from primordial and primary follicles, the transcriptomes of MII oocytes showed significant divergence. These data will increase our understanding of ovarian follicle development and activation to help restore and preserve female fertility (Niu and Spradling, 2020; Hamazaki et al., 2021).

## Materials and Methods

### Animals

Female C57BL/6JRj mice and male CBA/JRj mice were housed under a 12-h light/dark cycle and bred to produce C57BL × CBA F1 mice in the biomedical animal facilities at Aarhus University. All procedures were approved by the Ethics Committee for the Use of Laboratory Animals at Aarhus University (2015-15-0201-00800 to KL-H).

### Experimental Design

The ovaries from 7- to 14-day-old F1 (C57Bl/6j × CBA/J) female mice were removed after cervical dislocation. Then, ovaries were dissected from their surrounding tissues and washed with alpha-minimal essential medium (α-MEM, Gibco, Scotland, United Kingdom) supplemented with 10% fetal bovine serum (FBS, Gibco). The ovaries from 7-day-old female mice were cultured for 7 days. Then, some of the cultured ovaries (*in vitro* group) and non-cultured ovaries from 14-day-old mice (*in vivo* group) were fixed, dehydrated, embedded, and stored at –80°C for morphological assessment and RNA sequencing. Another group of cultured ovaries was used for isolation and culture of preantral follicles for an additional 12 days. Then, the collected MII oocytes were used for ROS assays, mitochondrial membrane potential assays, and RNA sequencing and compared with derived MII oocytes (Figure 1B).

### Encapsulation and 3D Culture of Isolated Preantral Follicles

The secondary follicles (*n* > 150) from cultured ovaries were isolated and encapsulated using sodium alginate as previously defined. Briefly, sodium alginate was dissolved in deionized water at a concentration of 1% (w/v) and filtered. After each follicle was transferred in a droplet of sodium alginate (7 μl), the droplets were placed in a cross-linking solution (50 mM CaCl_2_ and 140 mM NaCl). Next, the alginate beads were transferred to α-MEM medium for rinsing. Encapsulated follicles were cultured in α-MEM supplemented with 5% FBS; 100 mIU/ml recombinant follicle stimulating hormone (rFSH) or GONAL-f (Serono, Geneva, Switzerland); 1% insulin, transferrin, and selenium (ITS; Gibco); 100 mg/ml penicillin; and 50 ng/ml streptomycin under mineral oil at 37°C with 5% CO_2_ for 12 days. During the culture period, half of the culture media was replaced with fresh media every other day.

### Diameter of Follicles

The mean diameters of follicles and oocytes were measured for each follicle in both groups to determine follicle growth dynamics. Images of follicles from the *in vivo* and *in vitro* groups at the primordial and primary stages (*n* = 50 per ovary in each group at each stage) were taken using an inverted microscope with an attached digital camera (Leica, BMI4000B, Wetzlar, Germany). ImageJ software (National Institutes of Health, Bethesda, MD, United States) was used to calculate the diameter of follicles and oocytes in micrometers. Two perpendicular diameters from the basement membrane to the basement membrane in follicles and from the plasma membrane to the plasma membrane in oocytes were used to calculate the mean diameters.

### Immunofluorescence Analysis

The embedded ovaries in each group were sectioned (5 μm thickness) and rehydrated. After antigen retrieval at 95°C for 15 min, permeability was enhanced in 0.5% Triton X-100 in phosphate-buffered saline (PBS) for 10 min. Then, the slides were blocked using 10% normal donkey serum (Chemicon^®^, S30, Temecula, CA, United States) in PBS for 30 min. Next, the slides were incubated overnight at 4°C with FOXO1, FOXO3a, PTEN, and mTOR antibodies at 1:100, 1:200, 1:50, and 1:100 dilutions in PBS containing 10% donkey serum. The slides were incubated in a 1:300 dilution of secondary antibody (donkey-anti-rabbit) conjugated with Alexa Fluor 488 dye (Thermo Fisher Scientific, Waltham, MA, United States), followed by incubation in 1/1,000 DAPI (Sigma, Saint Louis, MO, United States). The slides were then mounted using Dako Fluorescent Mounting Medium (Agilent Technologies, Santa Clara, CA, United States) and assessed using an LSM510 laser-scanning confocal microscope using a × 63 C-Apochromat water immersion objective NA 1.2 (Carl Zeiss, Göttingen, Germany). The images were captured and analyzed using Zen 2011 software (Carl Zeiss).

### ROS Assay

The collected MII oocytes from the *in vivo* and *in vitro* groups (*n* = 60 for each group in three repeats) were pooled and transferred to PBS for washing. Next, they were incubated in 40 mmol/L Tris–HCl buffer (pH = 7.0) containing 5 mmol/L DCFH-DA (Sigma) at 37°C for 30 min. After the samples were washed in PBS, they were sonicated at 50 W for 2 min. They were then centrifuged at 40°C and 10,000 × *g* for 20 min and analyzed using a spectrofluorometer at 488 nm excitation and at 525 nm emissions.

### Mitochondrial Membrane Potential Assay

The integrity of the inner mitochondrial membrane was assayed by measuring the uptake of the cationic carbocyanine dye JC-1 (5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenz-imidazolcarbocyanine iodide) into the matrix with the formation of J-aggregates according to the protocol described in the MITO-ISO1 kit (Sigma-Aldrich). Sample fluorescence was monitored in a spectrofluorometer at 590 nm emission and 490 nm excitation. The fluorescence produced was calculated per mg mitochondrial protein (FLU/mgP).

### Culture of Ovaries

The dissected ovaries from 7-day-old female mice were cultured on inserts (pore size of 0.4 μm, 6.5 mm diameter, Corning, MA, United States) in 24-well plates at 37°C and in a humidified atmosphere of 5% CO_2_–95% air. The culture medium was α-MEM supplemented with 10% FBS; 5 μg/ml insulin, 5 μg/ml transferrin, and 5 ng/ml sodium selenite (1 × ITS; Gibco Cat. No. 41400045); 1 × penicillin–streptomycin solution (Thermo Fisher Cat. No. 15140122); and 100 mIU/ml rFSH or GONAL-f (Serono).

### Histological Evaluation

The ovaries in each group (*n* = 5/group) were fixed in 4% paraformaldehyde, dehydrated, and embedded in paraffin. Then, they were serially sectioned into 5-μm-thick slices and stained using hematoxylin and eosin (H&E). The follicles were counted in every fifth section of each ovary, and the follicles with nuclei were used for counting to avoid duplicate counting in each ovary. The classification of follicles was defined previously. Briefly, follicles with flattened pregranulosa cells surrounding the oocyte were defined as primordial follicles. Moreover, follicles with a single layer of cuboidal granulosa cells were considered primary follicles, and follicles with two or more granulosa cell layers were classified as secondary follicles. Normal follicles were defined as follicles with an intact oocyte and organized granulosa cells. In contrast, degenerated follicles were defined as follicles with shrunken ooplasm, pyknotic oocyte nuclei, and disorganized granulosa cells. The percentage of follicles in each developmental stage was calculated based on the number of normal follicles from the *in vivo* (*n* = 5 ovaries, *n* = 1,314 primordial, *n* = 170 primary, and *n* = 440 secondary follicles) and *in vitro* (*n* = 5 ovaries, *n* = 1,152 primordial, *n* = 134 primary, and *n* = 438 secondary follicles) groups.

### *In vitro* and *in vivo* Ovulation Induction

Ovulation was induced by adding 1.5 IU/ml hCG (Serono) to the culture media after 12 days of follicular culture. The released MII oocytes were then collected as an *in vitro* group. Adult female mice (*n* = 9) were induced to superovulate by intraperitoneal (IP) injection of 10 IU human menopausal gonadotrophin (HMG, Folligon; Intervet, Noord-Brabant, Netherlands) followed by injection of 10 IU hCG 48 h later. Fresh MII oocytes, as an *in vivo* group, were then collected.

### Laser-Capture Microdissection

Non-cultured and cultured ovaries were fixed using 4% paraformaldehyde at 4°C followed by dehydration, embedding in paraffin, and sectioning. Then, the sections were placed on membrane glass slides (Arcturus^®^ PEN Membrane Glass Slides, Applied Biosystems, Life Technologies, Foster City, CA, United States) and stained using H&E on the same day. Oocytes of primordial and primary follicles in both groups were isolated by LCM. Isolation of pure oocytes by LCM was based on morphological appearance. Oocytes surrounded by flattened pregranulosa cells were defined as oocytes from primordial follicles, and oocytes surrounded by one layer of cuboidal granulosa cells were defined as oocytes from primary follicles. An ultraviolet laser was used for cutting after marking a line around oocytes. Then, the samples were placed onto a sterile cap (Arcturus^®^ CapSure^®^ HS LCM Caps, Applied Biosystems, Life Technologies) using infrared pulses. The isolated cells were carefully monitored on the cap to avoid any contamination from surrounding granulosa cells.

### RNA Extraction

Arcturus^®^ Paradise^®^ Plus RNA Extraction and Isolation Kit (#KIT0312I Arcturus Bioscience Inc., Mountain View, CA, United States) was used for isolation of total cellular RNA from the microdissected cells on the LCM caps, according to the manufacturer’s protocol. RNA from each cap was pooled for the same oocyte stage during extraction. Total cellular RNA from oocytes collected *in vivo* and *in vitro* was isolated using Picopure (#KIT0204 Arcturus Bioscience, Inc.).

### Library Preparation and Sequencing

The Ovation^®^ PICO SL WTA System V2 RNA amplification system (#3312 NuGen, Inc., San Carlos, CA, United States) was used for conversion of isolated RNA from the LCM-derived samples to cDNA and linear amplification. Library preparation for microdissected oocytes was performed using an Illumina TruSeq RNA Access kit at BGI, according to the manufacturer’s protocol. RNA sequencing was performed on an Illumina HiSeq platform with two lanes (5 Gb per sample). Library preparation for collected oocytes in both groups was performed using the Smart-seq II method, and RNA sequencing was performed using the Illumina HiSeq platform with one lane (5 Gb per sample).

### Transcriptomic Analysis

The raw data were quality filtered and trimmed, and adaptor sequences were removed using trim_galore (v0.4.1). Quality control was performed using FastQC. Differential expression analysis was performed by mapping the filtered reads to the mouse genome (mm10) using TopHat2. Then, featureCounts software was used to quantify the number of reads mapped to each gene using gene annotation from Ensembl release 19. Differential expression analysis was performed using DESeq2 in R. Normalization was performed by DESeq2 to allow direct comparison between the samples. Then, for quick visualization and to reduce high-dimensional data to their most salient features, PCA was performed based on DEGs using R software (Figures 4B,E). Moreover, a quick visualization of adjusted *p*-values < 0.05 versus absolute fold change of 2 was performed using volcano plots, which were generated in R software (Figures 4C–F). For visualizing the SDEGs that overlapped between different developmental stages of oocytes, a Venn diagram was generated using BioVinci version 3.0.9 (Figure 5A). For visualizing overlapping expressed genes and their different linkages, the STRING database was used to create PPI networks in different developmental stages of oocytes, and the overlap between these oocytes was manually distinguished and marked in the networks (Figures 5B–D). For further and deep visualization, first, all SDEGs were shown, according to thresholds of an adjusted *p*-value of 0.05 and an absolute fold change of 2 (Figure 6A), followed by visualization of the full distribution in all SDEGs using a violin plot by BioVinci (Figure 6B). Second, 302 SDEGs were selected in all developmental stages of oocytes to focus on genes related to the hypothesis in the present study and unify in all stages. For further visualization of these selected genes, first, PPI networks were generated using the STRING database. Then, edges and nodes extracted from STRING were imported to Cytoscape version 3.8.2 (Figures 6C–E). For further visualization, a heatmap was generated by clustering the expression values with BioVinci. Then, pathway enrichment analysis for gene sets from each of the framed clusters in Figure 7A was performed using David Bioinformatic Resources version 6.8. Next, the focused networks were created using the STRING database and Cytoscape from manually annotated gene lists to visualize the TGF-β signaling pathway, cell cycle, and ROS signaling in oocytes from both primordial and primary follicles and cell cycle-, ROS-, and mitochondria-related genes in MII oocytes, which were visualized in a heatmap (Figures 7B–D). Finally, three focused heatmaps were extracted from the original heatmap to visualize specific genes related to the cell cycle, mitochondrial function, and ROS production (Figures 7E–G).

### Statistical Analysis

The follicular percentages, follicle diameters, ROS levels, and mitochondrial membrane potentials were analyzed by *t*-tests in SPSS version 27 software. Values are given as the mean ± SE. A *p*-value less than 0.05 was considered significant.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository under the accession code GSE179538 with the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179538.

## Ethics Statement

The animal study was reviewed and approved by all procedures were approved by the Ethics Committee for the use of laboratory animals at Aarhus University (2015-15-0201-00800 to KL-H).

## Author Contributions

Both authors contributed to this manuscript. MA and KL-H designed the study, interpreted and analyzed the data, and drafted the manuscript. MA performed the experiments.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

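RNA was measured in 18 mouse libraries, 3 in each of 6 groups: oocytes of primordial follicles, oocytes of primary follicles and MII oocytes, each from an *in vivo* and an *in vitro* group. Condition and replicate number of each library were taken from the sample labels, and every library could be mapped. The oocytes of primordial and primary follicles were cut out of ovarian sections by laser capture microdissection (LCM), 277 and 170 oocytes in the *in vivo* groups and 299 and 250 in the *in vitro* groups, and each MII library was made from 10 oocytes. RNA of the LCM oocytes was extracted with the Arcturus Paradise Plus kit, amplified with the Ovation PICO SL WTA System V2 and made into libraries with the TruSeq RNA Access kit, whereas RNA of the MII oocytes was extracted with the PicoPure kit and made into libraries by Smart-seq II. The ovaries for LCM were fixed in paraformaldehyde, embedded in paraffin and stained, steps that the paper does not give for MII oocytes. Stage, fixation and library preparation therefore cannot be told apart between MII and LCM oocytes, and no test compared them.

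The authors trimmed the reads with trim_galore, mapped them to mm10 with TopHat2, counted reads per gene with featureCounts and deposited these read counts without normalization. The methods name an Ensembl annotation and the results a RefSeq annotation, and the deposited counts are listed by Ensembl gene identifiers. The authors also deposited TPM values, normalized for gene length and library size, for part of the genes. The paper's text does not state whether the counting used strand or how reads that map to several places were counted. Counts of genes that overlap another gene, of pseudogenes and of multigene family members are therefore uncertain, also where the text does not say so. Among genes without such a mark, *Gadd45a*, *Gas1*, *Nubp1*, *Niban2*, *Dnajc24*, *Crem* and *Foxo1* each overlap a gene on the opposite strand. Reads were not processed again. Of the 53715 genes of the count table, 53620 were matched by identifier to GENCODE release 21 for mouse, which is on GRCm38 (mm10), and coordinates, strand and overlapping genes come from there.

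The total count per library ranged from 15149564 to 29205503 in the LCM libraries and from 7334817 to 9978830 in the MII libraries. The floor was set at 3 counts, which is 0.103 to 0.198 CPM (counts scaled to the library total) in the LCM libraries and 0.301 to 0.409 CPM in the MII libraries. The 10 genes with the most counts took 6.04% to 11.1% of the counts in the LCM libraries and 8.90% to 16.0% in the MII libraries. Floors cover counting error only, since the libraries carry no molecular identifiers. A fold change against a group with no library above the floor was computed against the floor and is a lower limit.

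Counts were analysed with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit with robust = TRUE, then glmQLFTest) after TMM normalization, over genes with at least 10 counts in total. One model of the 12 LCM libraries gave the comparisons of *in vitro* with *in vivo* at the primordial and the primary stage, the difference between these effects (interaction), and the comparisons of the stages within the *in vivo* and within the *in vitro* group. The 6 MII libraries had a model of their own. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Positive log2 fold changes are higher *in vitro*. Standard errors given with edgeR's values are the log2 fold change divided by the square root of the test's F statistic. They are approximate and not an output of the model. For genes at 0 in a whole group the log2 fold change has no finite value to approach, so its standard error has little meaning. Means and SDs are of CPM after TMM normalization. Sets of mitochondria, reactive oxygen species (ROS), cell cycle, TGF-β and Wnt genes were defined by gene symbol and tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with adjustment over 15 tests. Principal components and distances used log2 CPM with a prior count of 2, the former over the 500 genes with the largest variance. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1, and correlations over libraries were tested with 100000 permutations.

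The genes named in the text were chosen by a rule set in advance: every gene of Tables 2 to 4 at its stage, the genes that the paper names with a direction and its PI3K pathway genes, marker genes of ovarian cell types, and for each comparison the 5 genes with the smallest p past both thresholds whose groups do not overlap. Any other named gene is marked as chosen after its values were seen. Results for some of these genes are not reported here.

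The alternatives tried were DESeq2 1.42.0 with its defaults and without its filters, limma-voom with sample quality weights, limma on log2 TPM with pseudocounts of 1 and 0.1, other scaling (DESeq2's size factors, TMMwsp and library size alone), other filters on low counts, edgeR without robust estimation, no fold change threshold, a block for the replicate number, fits of all 18 libraries or of only the 2 groups compared, and leaving out each library in turn. The pairing in the block comes from the replicate numbers in the sample labels. The paper used DESeq2, and its text does not state the design of its fit. One alternative, DESeq2 on all 18 libraries without its filter on Cook's distance, including the choice of the reference group, was added after seeing the data. So were DESeq2 without only Cook's filter on the 12 LCM libraries, the 6 MII libraries or the 2 groups compared, and counting shared genes and the genes of Tables 2 to 4 under every fit.

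The calling steps were tested on simulated data. Counts were drawn for the real genes from the means, spread and library sizes of the real libraries, with 200 genes changed by a log2 fold change of 6. The spread was edgeR's own estimate, and the changed genes were drawn from those at or above the median level. For the LCM design edgeR and limma-voom were fitted to all 12 libraries. DESeq2 was fitted to the 6 of primordial follicles alone, so the tools were not compared alike. In the MII design edgeR recovered 199 of them with 25 false calls among 17144 genes, DESeq2 199 with 52 and limma-voom 200 with 18. In the LCM design edgeR recovered none and made no false call among 15317 genes, DESeq2 recovered 59 with 283 false calls and limma-voom 14 with 18. A second simulation of the LCM design, added after this result was seen, changed the genes by a log2 fold change of 12, and edgeR then recovered 70 with no false call, DESeq2 134 with 364 and limma-voom 128 with 52. With no gene changed, edgeR called 0 and DESeq2 326 genes in the LCM design, and 2 and 6 in the MII design. On the real primordial libraries, other splits gave edgeR 1 to 13 calls, so its 0 false calls may not carry over to real counts.

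Other splits of the libraries were counted for each comparison. Because the groups share replicate numbers, the real split was compared with those that also part every same-numbered pair, 4 for each comparison of 3 libraries with 3, the real one included, and 32 for the interaction. The functional annotation and pathway analyses, the protein-protein networks, the *in vitro* development rates and the immunofluorescence results of the paper were not analysed here.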

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

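Of the tests in this part, those of marker genes and of library preparation were chosen only after the results were seen.

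The difference of the *in vitro* effect between the stages was tested itself, as an interaction. In this test over the 12 LCM libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 16 genes, 11 with a larger and 5 with a smaller log2 fold change at the primary than at the primordial stage. The 5 smallest p-values belonged to *Pcdha6* (25.64, standard error 5.30, adjusted p = 0.0201), *Tubb3* (-13.42, standard error 2.93, adjusted p = 0.0229), *D6Ertd527e* (-13.29, standard error 2.95, adjusted p = 0.0229), *Crem* (20.63, standard error 4.63, adjusted p = 0.0229) and *H2ac11* (15.71, standard error 3.54, adjusted p = 0.0229), values on the log2 scale. With each library left out in turn, the adjusted p of *Pcdha6* reached 1.000, that of *Tubb3* 1.000 and that of *D6Ertd527e* 0.335 in the same edgeR test. *Pcdha6* overlaps 14 annotated genes on its own strand, and *H2ac11* belongs to a histone family whose members are near-identical, so the counts of both are uncertain. Of the 32 splits of the libraries that part every same-numbered pair within the stages, the real one included, 4 gave as many called genes, and the other splits gave 0 to 34. The result cannot be told apart from what other groupings of these libraries give by chance. With the replicate number as a block, edgeR called 0 genes for the interaction. The share of higher genes also depended on the scaling, with 8 higher and 9 lower after DESeq2's size factors. The median interaction over all genes was 0.91 after TMM and 0.61 after DESeq2's size factors on the log2 scale, so the values of single genes include that shift.

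Oocytes from primary and primordial follicles were also compared with each other, a comparison for which Tables 2 to 4 of the paper list no genes. Between the *in vivo* libraries it gave 8 called genes, 5 higher and 3 lower at the primary stage, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap for 5 of them. Chance gives 10% for genes chosen without regard to the data, but these were called from the same libraries. *D6Ertd527e* had 14340, 1594 and 13986 counts at the primary stage and 1, 1 and 4 at the primordial stage (log2 fold change 12.44, adjusted p = 0.0153, edgeR), *Tubb6* 5584, 17684 and 6222 and 2, 5 and 2 (11.77, adjusted p = 0.0269), and *Ptp4a1* 26314, 9485 and 8974 and 8, 15 and 9 (10.76, adjusted p = 0.0306). *Max* was lower at the primary stage, with 1, 8 and 2 counts against 13113, 8823 and 18579 (-11.83, adjusted p = 0.0273, edgeR). *H2aj* was at least 5809.8-fold lower, with 0, 3 and 1 against 3236, 65389 and 1925 (adjusted p = 0.0224, edgeR). It is a histone gene and overlaps a gene on the opposite strand, so its counts are uncertain. In each of these 5 genes every library of 1 stage lay above every library of the other, and each of the 5 lost its call in at least 1 fit that left out a library, where adjusted p reached 0.259 to 0.528. Of the 4 splits of the 6 libraries that part every same-numbered pair, only the real one gave as many genes, the other three giving 0 to 3, but 4 splits can give no share under 0.25, and of all 10 splits 2 gave as many. With the replicate number as a block, edgeR called 0 genes, and 1 (*D6Ertd527e*) with its filter on low counts (filterByExpr) added. A difference between the stages is a candidate explanation, but it cannot be told apart from chance or from the small number of genes detected in some libraries.

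Reads on marker genes of other ovarian cells were counted in the LCM libraries. The markers were listed before they were looked up, and the summed CPM of 22 stroma, theca and granulosa cell markers lay between 1492 and 39513 (median 3973) in the 12 LCM libraries, above the 65.7 to 135 (median 95.5) of the 6 MII libraries. The sum of the smallest LCM library was 1492.39 CPM. The oocyte markers summed to 218 to 1483 CPM (median 590) in the LCM libraries and to 22578 to 40920 (median 29889) in MII oocytes. Stroma and theca markers, of which collagen genes made up most, reached 959 to 38220 CPM in the LCM libraries, and blood markers reached 1662 CPM in a library of primary follicles *in vivo*. RNA of other ovarian cells taken up with the captured oocytes is a candidate explanation. No group was prepared in both ways (0 of 6 groups), so for the difference between LCM libraries and MII oocytes it cannot be told apart from a difference between the library preparations or from expression of these genes in oocytes of small follicles. All replicates of 1 group had the same library preparation, so a difference between preparations does not account for differences between them. Whether expression in oocytes accounts for those was not tested. In primary *in vivo* libraries 1, 2 and 3, for example, chosen after the values were seen, *Acta2* had 0.0784, 10852 and 0.163 CPM and *Col1a1* 720, 21017 and 664 CPM. Of all genes with at least 100 counts in a library of that group, 60.1% had at most 3 in another, so this spread is not particular to the markers and does not by itself point to other cells.

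Of the 60 genes called in MII oocytes, 58 are not named in the paper. The smallest p-values among genes without overlap between the groups belonged to a pair of entries of the pseudogene *Gm20690* (562, 569 and 311 counts *in vitro* and 1, 1 and 0 *in vivo*), *Gm9825* (383, 349 and 235 and 1, 1 and 1), *Pxdn* (416, 246 and 310 and 0, 0 and 0) and *Tceal8* (900, 2054 and 2227 and 12, 1 and 0), all higher in 3 of 3 *in vitro* libraries. The levels were at least 149.7-, 101- and 103-fold higher for *Gm20690*, *Gm9825* and *Pxdn*, whose *in vivo* libraries were at or under the floor, and *Tceal8* had a log2 fold change of 8.47, with adjusted p of 7.41e-05, 9.30e-05, 0.000433 and 0.000475 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With any library left out the largest adjusted p of these genes was 0.0162, in *Pxdn* (edgeR). Reads of processed pseudogenes can come from their parent genes, so those of *Gm20690* and *Gm9825* are uncertain. Of the 4 splits that part every same-numbered pair, 1, the real one, gave 60 or more genes, and the other three gave none (nor did the other splits among all 10). With 10 splits the share cannot go under 0.1, so the splits alone cannot settle whether chance gives as many. In counts simulated with the spread of the MII libraries and no difference between groups, the same edgeR test called 2 of 17144 genes. The library totals of the groups overlapped, and the granulosa cell marker CPM was larger than in every *in vivo* library in 0 of the 3 *in vitro* libraries. As seen after this test, most of that sum in MII oocytes was *Cyp19a1* (105, 47.7 and 53.5 CPM *in vivo* and 34.9, 65.6 and 68.7 *in vitro*), which reached at most 0.299 CPM in the LCM libraries, while *Inhba* was counted *in vitro* alone (2.40, 1.50 and 5.73 CPM), so the test cannot exclude RNA of granulosa cells. An effect of the *in vitro* culture on the called genes may be the explanation. It cannot be told apart from RNA of granulosa cells. Donor age, hormone treatment and the conditions of collection were not separated from it in this design. The *in vivo* MII oocytes came from adult mice injected with gonadotropins, and the *in vitro* ones from cultured ovaries of neonatal mice.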

How the results depend on the processing

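All alternatives here were set before the data were examined, except the fit of DESeq2 to all 18 libraries without its filter on Cook's distance, which was added after the results were seen. So was the larger of the 2 simulated fold changes below. Where a value changed, the cause was not tested unless stated. The values as reported are 5 called genes at the primordial stage, 0 at the primary stage, 60 in MII oocytes, 16 for the interaction (the difference of the *in vitro* effect between the stages), 8 between the stages *in vivo* and 0 between the stages *in vitro*, and in what follows a shared gene is one that was also among these. Genes behind counts of 5 or fewer were named after their values were seen.

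The choice of test moved the counts of called genes. DESeq2 with its defaults called 752 for the primordial stage (308 higher, 444 lower, 4 shared), 221 for the primary stage (192 higher, 29 lower, 0 shared), 365 for MII oocytes (239 higher, 126 lower, 60 shared), 514 for the interaction (366 higher, 148 lower, 11 shared), 519 for the stages *in vivo* (287 higher, 232 lower, 6 shared) and 400 for the stages *in vitro* (371 higher, 29 lower, 0 shared). Without its filters on Cook's distance and mean expression it called 1606 for the primordial stage (629 higher, 977 lower, 5 shared), 911 for the primary stage (624 higher, 287 lower, 0 shared), 311 for MII oocytes (209 higher, 102 lower, 60 shared), 1358 for the interaction (868 higher, 490 lower, 16 shared), 1357 for the stages *in vivo* (748 higher, 609 lower, 8 shared) and 1174 for the stages *in vitro* (985 higher, 189 lower, 0 shared). Fitted to all 18 libraries, DESeq2 called 1677 for the primordial stage (707 higher, 970 lower, 4 shared), 911 for the primary stage (694 higher, 217 lower, 0 shared), 180 for MII oocytes (142 higher, 38 lower, 9 shared), 1294 for the interaction (918 higher, 376 lower, 12 shared), 1409 for the stages *in vivo* (792 higher, 617 lower, 6 shared) and 1209 for the stages *in vitro* (1060 higher, 149 lower, 0 shared), and without Cook's filter, the added alternative, 2338 for the primordial stage (960 higher, 1378 lower, 5 shared), 1418 for the primary stage (947 higher, 471 lower, 0 shared), 340 for MII oocytes (270 higher, 70 lower, 12 shared), 2036 for the interaction (1346 higher, 690 lower, 16 shared), 2098 for the stages *in vivo* (1183 higher, 915 lower, 8 shared) and 1723 for the stages *in vitro* (1450 higher, 273 lower, 0 shared). DESeq2 fitted to only the 2 groups compared called 415 for the primordial stage (160 higher, 255 lower, 3 shared), 405 for the primary stage (356 higher, 49 lower, 0 shared), 288 for the stages *in vivo* (142 higher, 146 lower, 5 shared) and 691 for the stages *in vitro* (639 higher, 52 lower, 0 shared). limma-voom with sample quality weights called 33 for the primordial stage (6 higher, 27 lower, 0 shared), 316 for the primary stage (309 higher, 7 lower, 0 shared), 463 for MII oocytes (340 higher, 123 lower, 60 shared), 65 for the interaction (64 higher, 1 lower, 5 shared), 47 for the stages *in vivo* (17 higher, 30 lower, 4 shared) and 262 for the stages *in vitro* (261 higher, 1 lower, 0 shared). edgeR fitted to only the 2 groups compared called 9 for the primordial stage (1 higher, 8 lower, 2 shared), 5 for the primary stage (among them *Calb1*, *Chrnb1*, *Gm14267*, *Max*; 1 higher, 4 lower, 0 shared), 3 for the stages *in vivo* (*Gm14267*, *Hoxd10*, *Tubb3*; 2 higher, 1 lower, 3 shared) and 0 for the stages *in vitro* (1858 at an unadjusted p under 0.05). Fitted to all 18 libraries at once, edgeR called none in the 6 comparisons, with 3027 for the primordial stage, 2336 for the primary stage, 406 for MII oocytes, 2655 for the interaction, 2764 for the stages *in vivo* and 2640 for the stages *in vitro* at an unadjusted p under 0.05.

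Filters on low counts also moved the counts. Over all genes with at least 1 count, edgeR called 0 for the primordial stage (1794 at an unadjusted p under 0.05), 263 for MII oocytes (185 higher, 78 lower, 60 shared), 1 for the interaction (*Pcdha6*; 1 higher, 0 lower, 1 shared) and 0 for the stages *in vivo* (1696 at an unadjusted p under 0.05). With edgeR's filterByExpr it called 0 for the primordial stage (1241 at an unadjusted p under 0.05), 0 for the interaction (1108 at an unadjusted p under 0.05) and 0 for the stages *in vivo* (1060 at an unadjusted p under 0.05). Over genes with at least 10 counts in every library it called 1 for the primordial stage (*Neb*; 0 higher, 1 lower, 0 shared), 26 for MII oocytes (16 higher, 10 lower, 26 shared), 0 for the interaction (59 at an unadjusted p under 0.05) and 0 for the stages *in vivo* (73 at an unadjusted p under 0.05). Without robust estimation it called 4 for the primary stage (among them *Gm14267*, *H2aj*, *Max*; 2 higher, 2 lower, 0 shared). limma on log2 (TPM + 1) called 0 for the primordial stage (611 at an unadjusted p under 0.05), 0 for the interaction (652 at an unadjusted p under 0.05) and 0 for the stages *in vivo* (668 at an unadjusted p under 0.05), and on log2 (TPM + 0.1) 0 for the primordial stage (682 at an unadjusted p under 0.05), 0 for the interaction (852 at an unadjusted p under 0.05) and 0 for the stages *in vivo* (730 at an unadjusted p under 0.05). Where a comparison is left out of these lists, its count lay within 1.5 times the reported one. Leaving out the fold change threshold moved no count beyond that.

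Scaling kept every count within 1.5 times the reported one, except that DESeq2's size factors gave 1 gene (*Gm14267*) in place of 0 at the primary stage. It moved the direction, however. For the interaction, 16 genes (11 higher and 5 lower, 68.8% higher) were called after TMM, 17 genes (8 higher and 9 lower, 47.1% higher) after DESeq2's size factors and 12 genes (10 higher and 2 lower, 83.3% higher) with library size alone. Between the stages *in vivo* these were 8 genes (5 higher and 3 lower, 62.5% higher), 11 genes (8 higher and 3 lower, 72.7% higher) and 6 genes (3 higher and 3 lower, 50.0% higher). The median log2 fold change over all genes tested at the primary stage was 0.44 after TMM, 0.35 after TMMwsp, 0.17 after DESeq2's size factors and 0.72 with library size alone, and the medians of the interaction were 0.91, 0.92, 0.61 and 1.28. Between the stages *in vitro* they were 0.44, 0.38, 0.21 and 0.81. In MII oocytes the scalings differed by less than 0.1. At the primordial stage and between the stages *in vivo* they did too, with a median of 0 after TMM, DESeq2's size factors and library size alone. Genes without a read in the libraries compared have a log2 fold change of 0, which can hold the median there. At these 2 comparisons the medians therefore show no stability. A general direction at the primary stage is thus relative to a shift that the scaling sets.

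Leaving out each library in turn gave counts from 0 (1377 at an unadjusted p under 0.05) to 3 (*D6Ertd527e*, *Tubb3*, *Tubb6*) for the primordial stage, from 0 (1482 at an unadjusted p under 0.05) to 1 (*Gm14267*) for the primary stage, from 11 to 378 for MII oocytes, from 0 (1514 at an unadjusted p under 0.05) to 20 for the interaction and from 0 (1060 at an unadjusted p under 0.05) to 11 for the stages *in vivo*. In MII oocytes the lowest count came without *in vitro* library 3 and the highest without *in vivo* library 1. Genes shared by the calls of 2 stages, 0 as reported (with the primary stage they could only be 0, as edgeR called none there), numbered 66 for the primordial and primary stages, 11 for the primordial stage and MII, 5 for the primary stage and MII and 1 for all 3 with DESeq2's defaults, and 470, 98, 63 and 21 with the added DESeq2 fit. Of the other alternatives set for these counts, only leaving out a library gave any, from 0 to 2 genes for the primordial stage and MII. Shared genes were counted under the other fits only after the values were seen. limma-voom then gave 6, 1, 9 and 0. DESeq2 fitted to only the 2 groups compared gave 25 for the primordial and primary stages. Further fits are given with the differences from the paper's values.

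With the replicate number as a replicate block, edgeR called 1 for the primordial stage (*D6Ertd527e*; 1 higher, 0 lower, 1 shared), 0 for the primary stage (626 at an unadjusted p under 0.05), 85 for MII oocytes (71 higher, 14 lower, 59 shared), 0 for the interaction (953 at an unadjusted p under 0.05), 0 for the stages *in vivo* (523 at an unadjusted p under 0.05) and 0 for the stages *in vitro* (817 at an unadjusted p under 0.05), and together with filterByExpr 1 for the primordial stage (*D6Ertd527e*; 1 higher, 0 lower, 1 shared), 0 for the primary stage (589 at an unadjusted p under 0.05), 12 for MII oocytes (10 higher, 2 lower, 12 shared), 0 for the interaction (742 at an unadjusted p under 0.05), 1 for the stages *in vivo* (*D6Ertd527e*; 1 higher, 0 lower, 1 shared) and 0 for the stages *in vitro* (824 at an unadjusted p under 0.05). No gene was shared between stages. The camera tests with the block gave no adjusted p under 0.05, and the direction of the Wnt set at the primary stage was reversed (adjusted p = 0.995). The sign of the log2 fold change was reversed for *Akt1* (0.16), *Pik3cb* (0.44) and *Mcm6* (-0.21) at the primordial stage and *Pura* (3.47), *Akt1* (0.17), *Pik3ca* (2.54), *Ccnd2* (0.28), *Prdx4* (5.64) and *Atm* (0.50) at the primary stage. The *in vivo* and *in vitro* libraries are of different oocytes. Correlations were computed between the deviations of same-numbered *in vivo* and *in vitro* libraries from their group means. The mean was -0.00174 at the primordial stage, -0.00944 at the primary stage and 0.00997 in MII oocytes, so the numbers show no pairing there. Same-numbered primordial and primary libraries were not compared in this way, so a pairing between the stages is left open.

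None of the gene set tests with camera had an adjusted p under 0.05 as reported or under an alternative, where adjusted p ranged from 0.178 to 0.995. The direction was reversed with edgeR's filterByExpr for the ROS set at the primordial stage (adjusted p = 0.992), cell cycle set at the primordial stage (adjusted p = 0.992) and Wnt set at the primordial stage (adjusted p = 0.992) and with library size alone for the Wnt set at the primary stage (adjusted p = 0.995). It was also reversed in at least 1 fit that left out a library for the sets given next, with adjusted p over these fits from 0.879 to 0.982 for the ROS set at the primordial stage, from 0.879 to 0.992 for the TGF-β set at the primordial stage, from 0.621 to 0.981 for the Wnt set in MII oocytes, from 0.860 to 0.903 for the Wnt set at the primary stage, from 0.799 to 0.992 for the Wnt set at the primordial stage, from 0.879 to 0.992 for the cell cycle set at the primordial stage and from 0.220 to 0.967 for the mitochondria set in MII oocytes.

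The first principal component of the MII libraries, 47.0% of the variance as reported, held 55.9% after DESeq2's variance stabilizing transformation, 33.5% over all genes and 88.0% over the genes DESeq2 calls, and from 46.4% to 55.9% with a library left out. The second, 19.1% as reported, held 21.9%, 21.1% and 3.97% under these settings, and from 20.1% to 24.6% with a library left out. In the LCM libraries the genes DESeq2 calls gave 23.3% and 19.8% in place of 21.5% and 13.2%, all genes gave 11.1% for the second component, and leaving out a library gave from 19.7% to 24.6% for the first and from 12.7% to 15.4% for the second.

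The ratio of mean distance between the *in vitro* and *in vivo* groups to mean distance within them, 1.00 at the primordial stage, fell under 1 with edgeR's filterByExpr (0.9997), with log2 (TPM + 0.1) (0.998) and with log2 (TPM + 1) (0.998), and ran from 0.981 to 1.02 with a library left out. At the primary stage it ran from 0.962 to 1.25 with a library left out. In MII oocytes it stayed above 1 under the 6 other settings and with each library left out. The correlation across genes of the *in vitro* effects at the 2 stages, 0.023 (Pearson) and 0.022 (Spearman) as reported, was 0.0403 and 0.0425 on log2 (TPM + 0.1), 0.0356 and 0.0358 on log2 (TPM + 1), and the Spearman correlation was 0.0327 with filterByExpr. With a library left out they ran from 0.00656 to 0.0354 and from 0.000334 to 0.0333. Neither correlation changed sign in any of these.

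The share of genes with at least 90% of their normalized counts in a single library moved with that percentage. Among DESeq2's calls at the primordial stage it was 46.3%, against 63.8% at 80% and 22.7% at 99%, and at the primary stage 21.7%, against 42.1% and 9.50%. For the genes of Table 2 it was 83.3% at 80%, and for those of Table 3 36.0% at 99%. The summed TPM of the marker genes in MII oocytes had a median of 57657 for oocyte markers, against 29889 CPM, and of 52.6 for granulosa cell markers, against 86.2 CPM. TPM covers part of the genes and is corrected for gene length, so the units differ.

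For the log2 fold changes of the single genes named in the text, 2600 values were computed under the alternatives. Of these, 2299 kept direction and side of the threshold, 136 lost a call (18 genes), 92 gained one (67 genes) and 73 changed sign. DESeq2's size factors and TMMwsp changed none of the 166 values each. DESeq2 with its defaults gained 26 calls and lost 3, and the added DESeq2 fit of all 18 libraries gained 65 and lost 1. All 18 calls among these genes were lost in the edgeR fit of all 18 libraries. The sign was reversed with library size alone for *Pura* (0.0066) and *Akt1* (0.49) at the primary stage. On log2 (TPM + 1) it was reversed for *Mcm6* (-0.88) at the primordial stage and *Pura* (2.72), *Akt1* (2.49), *Foxo1* (-0.016), *Prdx4* (1.05) and *Txn2* (0.14) at the primary stage, and on log2 (TPM + 0.1) for *Mcm6* (-1.37) at the primordial stage and *Pura* (4.89), *Akt1* (2.94), *Pik3ca* (0.039), *Foxo1* (-0.24), *Ccnd2* (0.15), *Prdx4* (1.21) and *Txn2* (0.73) at the primary stage. With a library left out, the sign changed for genes whose log2 fold changes over these fits ranged as follows: *Akt1* (-1.04 to 0.49), *Aurka* (-0.18 to 3.13), *Cox10* (-5.69 to 6.22), *Foxo1* (-0.26 to 0.95), *Idh2* (-14.20 to 0.35), *Mcm6* (-2.04 to 1.57), *Nqo2* (-3.52 to 0.37), *Pik3ca* (-8.10 to 0.66), *Pik3cb* (-3.53 to 1.73), *Prdx4* (-1.77 to 8.65), *Sdhaf2* (-9.35 to 0.63) and *Stk10* (-3.004 to 3.98) at the primordial stage, *Akt1* (-0.88 to 2.36), *Akt2* (-2.06 to 0.22), *Aurka* (-0.62 to 1.14), *Ccnd2* (-2.20 to 0.18), *Cyba* (-6.19 to 5.31), *Foxo1* (-0.044 to 1.05), *Idh2* (-0.24 to 11.81), *Mcm6* (-0.19 to 1.47), *Pik3ca* (-3.33 to 0.57), *Prdx4* (-1.53 to 4.68), *Pura* (-0.64 to 12.16) and *Txn2* (-1.96 to 2.42) at the primary stage and *Akt2* (-0.055 to 0.46), *Ndufb6* (-0.60 to 0.27), *Pik3cb* (-0.14 to 0.52), *Pik3r1* (-0.42 to 0.016), *Sdhaf2* (-0.31 to 0.68), *Timm21* (-0.30 to 0.69) and *Timm8a1* (-0.59 to 0.33) in MII oocytes. None of the genes was called as reported at the stage where its sign changed.

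Depth sets the floor, at most 0.198 CPM in the LCM libraries and 0.409 CPM in the MII libraries, under which a level cannot be told from 0. Of the 15317 genes tested in the LCM libraries, 1412 had at least 10 counts in each of the 12 libraries, compared with 9205 of 17144 genes in the 6 MII libraries, although the latter had fewer counts in total. In counts simulated with the spread of the LCM libraries, edgeR's quasi-likelihood test recovered 0 of 200 genes changed by a log2 fold change of 6 and 70 of 200 changed by 12, so its few calls at the primordial and primary stages do not show that smaller changes are absent.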

Differences from the paper's values

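In oocytes from primordial follicles, the paper reports 2270 differentially expressed genes, 959 higher and 1311 lower *in vitro*, against 5, 4 and 1 from edgeR's quasi-likelihood test (1799 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on the 12 LCM libraries without its filters on Cook's distance and mean expression gave 1606 genes (629 higher, 977 lower) and DESeq2 on all 18 libraries 1677 (707 higher, 970 lower). The total and the lower count of both lay within 1.5 times the paper's, and the higher count only that of the latter. No other alternative set before the data were examined came within 1.5 times. Among settings chosen after seeing the values, DESeq2 on all 18 libraries without Cook's filter gave 2338 (960 higher, 1378 lower) and on the 12 LCM libraries without Cook's filter 1795 (716 higher, 1079 lower), all within 1.5 times. With the other groups as the reference, the former gave 2331 to 2374 and the fit with Cook's filter 1677 to 1713. Also chosen after seeing the values, DESeq2 without Cook's filter on only the 2 groups compared gave 1463 (596 higher, 867 lower), all outside 1.5 times.

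For oocytes from primary follicles, the paper reports 975 higher and 282 lower genes, against 0 and 0 from edgeR (1063 and 416 at an unadjusted p under 0.05). DESeq2 on all 18 libraries gave 694 higher and 217 lower, both within 1.5 times the paper's values. DESeq2 without its filters gave 287 lower genes, within 1.5 times, and 624 higher, outside. None of the remaining alternatives set before the data were examined closed either gap. The setting chosen after seeing the values, DESeq2 on all 18 libraries without Cook's filter, gave 947 higher and 471 lower, of which the former closed the gap and the latter did not. Also chosen after seeing the values were DESeq2 without Cook's filter on the 12 LCM libraries (669 higher, 307 lower) and on only the 2 groups compared (768 higher, 367 lower), and both closed both gaps. The other reference groups gave 699 to 732 higher and 216 to 225 lower with Cook's filter, within 1.5 times, and 954 to 987 higher and 466 to 479 lower without it, of which the higher counts lay within.

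In MII oocytes, the paper reports 245 higher genes, against 49 from edgeR. Within 1.5 times the paper's value were DESeq2 with its defaults (239), DESeq2 without its filters (209), limma-voom (340), edgeR over all genes with at least 1 count (185) and edgeR without *in vivo* library 1 (281). The other alternatives set before the data were examined, DESeq2 on all 18 libraries (142) among them, were not. DESeq2 on all 18 libraries without Cook's filter, chosen after seeing the values, gave 270 (254 to 302 with the other reference groups), and DESeq2 on the 6 MII libraries without Cook's filter, likewise chosen after seeing the values, gave 240. For genes lower *in vitro*, Fig. 6A shows about 56, read by eye, against 11. edgeR over all genes with at least 1 count gave 78 and DESeq2 on all 18 libraries 38, both within 1.5 times, but with the other reference groups, tried after seeing the values, the latter gave 29 to 35, outside. The other alternatives set before the data were examined did not close this gap, and the added DESeq2 setting, chosen after seeing the values, gave 70 (68 to 85 with the other reference groups, of which 85 lies outside 1.5 times).

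The paper reports 437 genes shared by the primordial and primary stages, 54 by the primordial stage and MII, 21 by the primary stage and MII and 11 by all 3 stages, against 0 for each from edgeR's calls. edgeR called no gene at the primary stage (1479 at an unadjusted p under 0.05), so 3 of these 4 counts, all but that of the primordial stage and MII, could only be 0. Of the alternatives set before the data were examined for these counts, none closed a gap, and DESeq2 with its defaults gave 66, 11, 5 and 1. Shared genes were then counted under the other fits too, a step chosen after seeing the values. limma-voom gave 6, 1, 9 and 0, none within 1.5 times the paper's counts. For the primordial and primary stages, DESeq2 on only the 2 groups compared gave 25, and 184 without Cook's filter, both outside. DESeq2 without its filters gave 335, 26, 12 and 4, of which the first lay within 1.5 times the paper's, and DESeq2 on all 18 libraries 277, 31, 15 and 5, of which the third did. With other reference groups the latter gave 279 to 298, 31 to 36, 16 to 22 and 7 or 8, and with primary *in vivo* as the reference (298, 36, 22 and 8) all 4 lay within 1.5 times. The third did with every reference, the first also with primordial *in vitro* (297) and the fourth wherever it was 8. DESeq2 without only Cook's filter gave 360, 35, 17 and 6, of which the first and the third did. On all 18 libraries without Cook's filter it gave 470, 98, 63 and 21, and 471 to 488 for the first with the other reference groups, of which only the first lay within.

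The first principal component of the MII libraries held 47.0% of the variance, against about 21% in Fig. 4E, read by eye. No alternative closed the gap: all genes gave 33.5%, log2 (TPM + 1) 45.6%, DESeq2's variance stabilizing transformation 55.9% and the genes DESeq2 calls 88.0%. Fig. 4B and Fig. 4E carry the same percentages, and the LCM value of 21.5% lies within 1.5 times of that in Fig. 4B.

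For the genes of Tables 2 to 4, no log2 fold change as reported here exceeds the paper's by the margin set for a difference, because 1 group was at the floor in 66 of 69 genes and only a lower limit was given. These limits, on the log2 scale, ran from 0.025 to 9.59 in the 62 genes that had one. The estimates of DESeq2 with its defaults lay within their standard error of the paper's value in 11 of 66 genes. With DESeq2 on all 18 libraries without Cook's filter and each of the 6 groups as the reference, a setting chosen after seeing the values, 13 of the 69 genes came within 1 log2 unit of the paper's value under some reference.

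The paper lists these 69 genes as differentially expressed. edgeR called 1 of the 66 tested, *Ephb2*. DESeq2 with its defaults called 7 genes of Table 2 (*Ogfr*, *Pura*, *Smad7*, *Wnt5a*, *Fzd1*, *Map2k3* and *Zgpat*), 7 of Table 3 (*Mnat1*, *Ngfr*, *Wnt4*, *Lgr6*, *Hhip*, *Tomm40l* and *Sox18*) and 6 of Table 4 (*Ccnb1ip1*, *Ephb2*, *Jund*, *Kcna1*, *Mtch1* and *Slc25a10*), and without its filters 16, 18 and 6. On all 18 libraries it called 13, 12 and 6 (6 or 7 of Table 4 with the other reference groups), and fitted to only the 2 groups compared 4 of Table 2 and 9 of Table 3. limma-voom called none of Table 2, 6 of Table 3 (*Mnat1*, *Wnt4*, *Hhip*, *Tomm40l*, *Sox18* and *Abcd2*) and 5 of Table 4 (*Ccnb1ip1*, *Cyren*, *Ephb2*, *Kcna1* and *Mtch1*). edgeR over all genes with at least 1 count called *Ephb2*, *Kcna1* and *Slc25a10* of Table 4, and edgeR without *in vivo* library 1 *Ephb2* and *Kcna1*. Settings chosen after seeing the values called more: DESeq2 on all 18 libraries without Cook's filter 17, 17 and 9 (17, 17 or 18, and 9 or 10 with the other reference groups), without only Cook's filter 17, 20 and 6, and without Cook's filter on only the 2 groups compared 14 of Table 2 and 17 of Table 3. Over all of these settings 18 genes of Table 2, 20 of Table 3 and 12 of Table 4 were called at least once. The 6, 5 and 8 others were called under none, *Cyren*, *Ralb*, *Fzd2*, *Slc25a10*, *Nox4* and *Abcd2* in Table 2, *Cyren*, *Fgf9*, *Timm21*, *Mrps11* and *Ogfrl1* in Table 3 and *Ralb*, *Piwil2*, *Map2k3*, *Fzd2*, *Slc8a2*, *Ndufs7*, *Mrps11* and *Scd1* in Table 4. Of the 5, 3 and 6 genes outside these tables that the paper's text names at the primordial stage, at the primary stage and in MII oocytes, edgeR called none, and calls under the other settings were counted after seeing the values. *Nqo2* in MII oocytes was called by DESeq2 with its defaults and by edgeR over all genes with at least 1 count. DESeq2 without its filters called *Pkia*, *Gadd45g*, *Nubp1*, *Niban2* and *Tph2* at the primordial stage, *Tph2* at the primary stage and *Nqo2*. On all 18 libraries it called *Nubp1* and *Tph2* at the primordial stage, *Snx25* and *Tph2* at the primary stage and *Dnajc24* and *Dcxr* in MII oocytes, under every reference group. limma-voom and DESeq2 fitted to only the 2 groups compared called *Snx25* at the primary stage. Of settings chosen after seeing the values, DESeq2 on all 18 libraries without Cook's filter called the same 5 genes at the primordial stage, *Snx25* and *Tph2* at the primary stage and *Nqo2*, *Dnajc24* and *Dcxr* in MII oocytes, DESeq2 without only Cook's filter those apart from *Dnajc24* and *Dcxr*, and on only the 2 groups compared *Gadd45g*, *Nubp1* and *Niban2* at the primordial and *Snx25* and *Tph2* at the primary stage. Of the 16 genes of Fig. 7E to 7G outside the tables at the primordial stage, edgeR called none, DESeq2 with its defaults, without its filters or without only Cook's filter 4 (*Gadd45a*, *Gas1*, *Timm10* and *Atm*), as did the fit of the 2 groups compared without Cook's filter, the same fit with it 3 of these, and DESeq2 on all 18 libraries, with or without Cook's filter, those 4, *Ndufb6* and *Txn2*. Of the 16 in MII oocytes, edgeR called *Ccnd2*, DESeq2 on all 18 libraries *Idh2* as well, and without Cook's filter also *Cyba*. The paper's text places *Ccnb1ip1* and *Piwil2* among the genes lower in MII oocytes *in vitro* and, elsewhere, among those higher. Their log2 fold changes were 7.61 and 6.19, both higher *in vitro*. The paper describes *Pura* as enriched in oocytes from primary follicles, where its log2 fold change was -0.05 (adjusted p = 1.00, edgeR). It was positive with library size alone (0.0066), on log2 (TPM + 1) (2.72) and log2 (TPM + 0.1) (4.89), with a replicate block (3.47) and without *in vivo* library 2 (12.16), *in vitro* library 1 (0.11) or *in vitro* library 3 (0.17), and under none of these was it called (adjusted p 0.398 to 1.00 over all alternatives). *Snx25*, which the paper gives as both higher and lower in oocytes from primary follicles, was at least 5.34-fold lower *in vitro* at the primordial stage and at least 48.5-fold higher *in vitro* at the primary stage, by lower limits. The paper describes mitochondrial function and ROS signaling as changed *in vitro* at each stage, the cell cycle at the primary stage and in MII oocytes, and TGF-β signaling at the primordial and primary stages, and none of these sets had an adjusted p under 0.05 (smallest 0.251, camera), with adjusted p from 0.178 to 0.995 over the alternatives.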

Other observations

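Of the tests in this part, the share of counts in 1 library, the splits for DESeq2 with its defaults, the reference group, the relation of the first principal component to genes detected and the splits for genes at 0 were chosen only after the results were seen.

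A gene counted at a high level in 1 LCM library was often absent from a replicate. Of genes with at least 100 counts in a library of a group, 45.05% (primordial *in vivo*), 51.4% (primordial *in vitro*), 60.1% (primary *in vivo*) and 29.0% (primary *in vitro*) had at most 3 counts in another library of that group, against 0.864% and 0.432% in MII oocytes *in vivo* and *in vitro*. Library size was tested as an explanation. Over the 12 LCM libraries, genes detected and total counts had a Pearson correlation of 0.251 (permutation test, two-sided, p = 0.439, adjusted p = 0.439) and a Spearman correlation of -0.0699 (permutation p = 0.834, adjusted p = 0.834), and Pearson's r was -0.00818 without the 2 libraries farthest from the median total. A relation was not shown, but 12 libraries cannot exclude one. The first principal component of these libraries was related to genes detected, with a Pearson correlation of 0.950 and a Spearman correlation of 0.986 (two-sided permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 2 relations), and r = 0.942 without the 2 farthest libraries. Within groups of 3 libraries it cannot be recomputed. The number of genes detected is a candidate explanation for that component, and few oocytes or little RNA per library could give this pattern, which was not tested.

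DESeq2 called many genes in the LCM comparisons and edgeR few. DESeq2 without Cook's filter, fitted to the 6 libraries of a stage, called 1463 genes at the primordial stage, and of the 4 splits that part every same-numbered pair 2 gave as many, the other three giving 1332 to 1554. At the primary stage it called 1135 genes, and again 2 of 4 splits gave as many (the other three 765 to 1698). In MII oocytes it called 366, and 1 of 4 splits, the real one, gave as many (the other three, and the rest of all 10, 0 to 134). With its defaults DESeq2 called 752 and 221 genes at these stages and 365 in MII oocytes, and 2, 2 and 1 of the 4 splits gave as many (675 to 878, 61 to 634 and 0 to 131 in the other three). Counts were also simulated with the spread of the LCM libraries and no difference between groups. DESeq2 without Cook's filter, fitted to the 6 primordial libraries, called 382 genes of 15317, and with the spread of the MII libraries 6 of 17144. Large numbers of DESeq2 calls at the primordial and primary stages may therefore arise without any effect of the culture. Genes counted mostly in 1 library are a further candidate. Of the calls without Cook's filter, 71.4% at the primordial and 61.1% at the primary stage had at least 90% of their normalized counts in 1 library, compared with 23.9% and 16.2% of the genes given an adjusted p in these fits. In the fit of all 18 libraries without Cook's filter the shares were 63.0% and 53.7% of the calls, against 29.5% and 21.1%. Cook's filter itself removes such genes, and with it, in DESeq2 with its defaults, they made up 46.3% and 21.7% of the calls, against 30.6% and 20.6% of the genes tested, so that fit cannot test this explanation.

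edgeR's quasi-likelihood test called 5 genes at the primordial stage, where 2 of the 4 splits gave as many (7 of all 10), the other three giving 1 to 7. At the primary stage and between the stages *in vitro* it called none (1479 and 1673 genes at an unadjusted p under 0.05), and the other three splits gave 0 or 1. For the gene sets, counted as sets with an unadjusted p under 0.05 in camera, the real split gave 0 at the primordial stage and in MII oocytes, where the other three gave 0 and 1 or 2. Where the real split gives 0, all 4 of 4 splits give as many by construction, so these counts test nothing. At the primary stage the real split gave 2 sets and the other three 0, so 1 of 4 splits gave as many, which cannot exclude chance, as 4 splits can give no share under 0.25.

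In the DESeq2 calls, 444 of 752 genes were lower *in vitro* at the primordial stage and 192 of 221 higher at the primary stage. In the same fit, with the libraries of 1 stage split in another way, the group with more genes detected also had more higher calls in 6 of the 6 other splits of the 2 stages that part every same-numbered pair, as it had in 6 of 6 without Cook's filter on the 6 libraries of a stage. Both measures depend on the genes at 0 in some libraries, so this result was partly given in advance and is weak evidence. The direction of most calls may follow the number of genes detected per library. That number had medians of 9734 *in vivo* and 9229 *in vitro* at the primordial stage and of 8385 and 12955 at the primary stage. Among the 1412 genes with at least 10 counts in every LCM library, DESeq2 called 17 genes over the 2 stages, 6 higher and 11 lower at the primordial stage and 0 at the primary stage, where 8 were higher and 65 lower at an unadjusted p under 0.05. That minimum leaves out every gene at 0 in a whole group, so these genes cannot tell the direction of the calls among the others. By the splits alone, a biological effect on direction cannot be told apart from detection.

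Genes with no count in any library of 1 group and at least 100 counts in a library of the other numbered 852 at the primordial stage, 569 of them at 0 *in vitro* and 283 at 0 *in vivo*. Of the 4 splits that part every same-numbered pair, 2 gave as many, the other three giving 761 to 986. At the primary stage there were 842, 194 at 0 *in vitro* and 648 at 0 *in vivo*, and 2 of 4 splits gave as many (598 to 1115 in the others). In MII oocytes there were 8, all at 0 *in vivo*, and 1 of 4 splits, the real one, gave as many (1 to 3 in the others). At the primordial and primary stages such genes may be what any grouping of these libraries gives.

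In MII oocytes, 267 genes were counted in every *in vitro* library and in no *in vivo* library, and 50 the other way round, an excess of 217. After thinning each library to the smallest total, 7334817 counts, the numbers were 260 and 54, an excess of 206, so a difference in library size does not account for it. RNA of granulosa cells was tested as well, and 0 *in vitro* libraries had a larger granulosa cell marker CPM than every *in vivo* library, but most of that sum was *Cyp19a1*, so such RNA is not excluded. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as large an excess, and the largest excess among all other splits was 155. With 10 splits chance cannot be excluded. The *in vivo* oocytes came from adult mice injected with gonadotropins, and the *in vitro* oocytes from cultured ovaries of neonatal mice. By hypothesis, culture adds transcripts to MII oocytes or keeps them there. That cannot be told apart from chance, from RNA of granulosa cells or from these differences in donor age and hormone treatment. The library with the most genes detected was *in vitro* library 2 (18239, against 15442 and 16142 in the others).

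The paper's tables hold log2 fold changes of 20 and more in 41 of 69 genes. The reference group of the DESeq2 model was tested as a candidate explanation, by refitting all 18 libraries with each of the 6 groups as the reference. In 20 genes the log2 fold change moved by more than 5, by up to 28.2, and in 39 by less than 1. Of the 41 genes, 17 moved by more than 5, so the choice of reference could account for part of them only. In *Cdk10* it ran from -25.64 to -42.47, and in *Ogfr* it was -7.80 under every reference. For genes at 0 in a whole group such estimates have no finite value to approach, and the counts give only a lower limit.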
